# GLI transcriptional repression is inert prior to Hedgehog pathway activation

**DOI:** 10.1038/s41467-022-28485-4

**Published:** 2022-02-10

**Authors:** Rachel K. Lex, Weiqiang Zhou, Zhicheng Ji, Kristin N. Falkenstein, Kaleigh E. Schuler, Kathryn E. Windsor, Joseph D. Kim, Hongkai Ji, Steven A. Vokes

**Keywords:** Limb development, Epigenomics, Histone post-translational modifications, Transcriptional regulatory elements, Morphogen signalling

## Abstract

The Hedgehog (HH) pathway regulates a spectrum of developmental processes through the transcriptional mediation of GLI proteins. GLI repressors control tissue patterning by preventing sub-threshold activation of HH target genes, presumably even before HH induction, while lack of GLI repression activates most targets. Despite GLI repression being central to HH regulation, it is unknown when it first becomes established in HH-responsive tissues. Here, we investigate whether GLI3 prevents precocious gene expression during limb development. Contrary to current dogma, we find that GLI3 is inert prior to HH signaling. While GLI3 binds to most targets, loss of *Gli3* does not increase target gene expression, enhancer acetylation or accessibility, as it does post-HH signaling. Furthermore, GLI repression is established independently of HH signaling, but after its onset. Collectively, these surprising results challenge current GLI pre-patterning models and demonstrate that GLI repression is not a default state for the HH pathway.

## Abstract (web summary)

GLI repression has been presumed to be the default transcriptional state and important for pre-patterning tissues. Challenging current models, the authors show that GLI3 repression is inert in the limb bud before the onset of Hedgehog signaling.

## Introduction

The Hedgehog (HH) signaling pathway is one of the major developmental regulators of tissue-specific development and differentiation. GLI proteins mediate transcriptional responses to the pathway in a strikingly cell-specific fashion. In the absence of HH pathway activation, GLI transcriptional repressors (GLI-R) prevent the activation of HH target genes, while upon exposure to HH, GLI proteins undergo alternative post-translational processing into transcriptional activators (GLI-A)^1–5^. The processing of GLI-A and GLI-R are both directly dependent on processes localized within the primary cilium and defects in ciliary components lead to characteristic misregulation of HH target genes in a large group of birth defects termed ciliopathies^6^. While GLI-A directly activates a subset of HH targets, most genes are ‘de-repressed’ by the loss of GLI-R alone; they do not require GLI-A-mediated activation for their expression. The importance of de-repression is exemplified in the developing limb where the phenotype of *Sonic Hedgehog (Shh)* null limb buds is dramatically improved in *Shh;Gli3* mutants^7–9^. In this context, the loss of GLI3-mediated repression, even in the absence of pathway activation, is sufficient to restore expression of most GLI target genes and many aspects of limb growth and patterning.

GLI3 represses transcription, at least in part, by epigenetically regulating a subset of its own enhancers. Its properties include reduced enrichment levels of the active enhancer mark H3K27ac and reduced chromatin accessibility at a subset of HH-responsive GLI3 binding regions (GBRs), termed HH-responsive GBRs, that likely mediate the majority of HH-specific transcription^10^. As a regulator of tissue patterning, GLI3-R spatially and temporally restricts expression of HH targets, preventing sub-threshold activation of the pathway in HH-responsive tissues^1,11,12^. Consequently, GLI transcriptional repression has primarily been studied in tissues with ongoing HH signaling. Although not experimentally addressed, it is widely assumed that GLI3-R also regulates the expression of its target genes prior to the initiation of HH signaling^8,9,13–16^. Before pathway activation, GLI3 has been proposed to have a pre-patterning role in the very early limb by repressing *Hand2*, thus limiting its expression to the posterior limb bud, where it is required to activate *Shh* expression, thereby establishing anterior-posterior polarity^8,9,13–17^. Curiously, *Hand2* and *Gli3* are co-expressed in early limb buds, prior to their segregation into distinct posterior and anterior domains^14^, raising the question of whether GLI3-R is capable of repressing *Hand2* at this time.

We initially hypothesized that GLI3-mediated repression would be important prior to HH expression for preventing premature activation of target genes by reducing H3K27ac enrichment at enhancers. Despite GLI3 binding to a majority of the same sites it occupies in the post-HH limb bud, we found that it does not regulate activation of its enhancers or their chromatin accessibility until after the activation of the HH pathway and does so independently of HH signaling. In addition, GLI target genes are not upregulated in limb buds lacking *Gli3* as they are after the initiation of HH signaling, even though a subset of these genes appear competent to be repressed at this stage. Contrary to our initial hypothesis, we conclude that the GLI3-R isoform is transcriptionally inert in early limb buds, a finding that is incompatible with the pre-patterning model for limb polarity^8,9,13–16^. Interestingly, most genes that are later repressed by GLI3 are expressed in pre-HH limb buds, suggesting that rather than preventing their activation, GLI3 repression later regulates their spatial expression after HH signaling initiates. Overall, this work demonstrates that GLI3-mediated repression of target genes is not a default state for the Hedgehog pathway; instead GLI repression is established during limb development at a time point after HH induction.

## Results

### GLI3-R is abundant and binds chromatin prior to HH signaling

To understand if GLI repression is established prior to HH signaling, we first defined when the pathway is activated during limb development. The earliest detection of the canonical HH target gene *Gli1* was at 24 somites (24 S), where 58% of embryos at this stage had detectable *Gli1* expression, while *Shh* was not detected until 25 S (86%) (Fig. 1a, b; Supplementary Fig. 1a–c). As 24 S was the earliest detection of *Gli1* expression, we defined that stage as the onset of HH signaling and the “pre-HH” window as 21–23 S, corresponding to embryonic day 9.25 (E9.25), a stage slightly earlier than previous reports (Fig. 1)^18–20^.

**Fig. 1:**
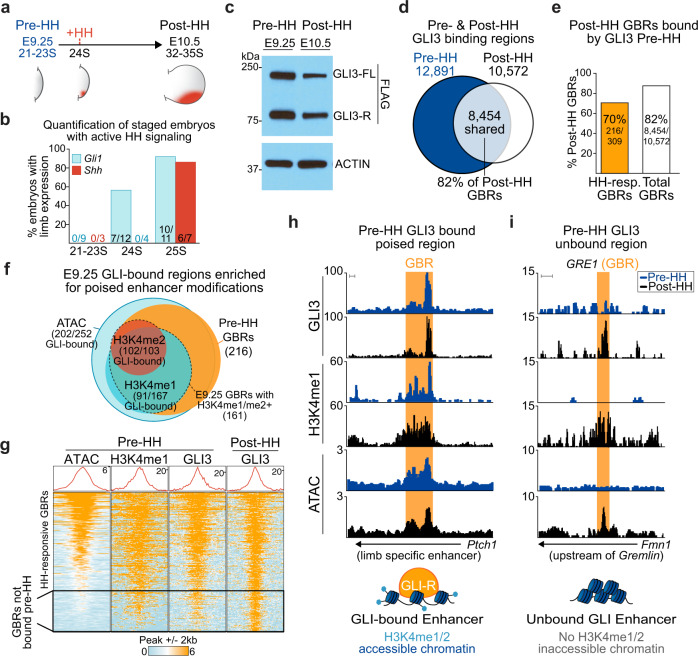
GLl3 binds to poised, accessible chromatin prior to HH signaling. **a** Schematic for HH induction timeline during limb development. **b** Quantification of 21–25 S embryos with expression of *Gli1* and *Shh* assayed by in situ hybridization. **c** Representative western blot (*n* = 3) of endogenous GLl3^FLAG^ protein in the limb bud pre-(21–23 S) and post-HH signaling (32–35 S). **d** Venn diagram of all pre- and post-HH identified GLl3 CUT&RUN called peaks. **e** Percentage of E10.5 GLl3-bound regions also bound at E9.25, before HH signaling, for all E10.5 identified GBRs and E10.5 HH-responsive GBRs. **f** Venn diagram of HH-responsive GBRs enriched for poised enhancer marks and bound by GLl3 at E9.25. Poised enhancer modifications identified by H3K4me1 CUT&Tag (*n* = 3), H3K4me2 ChlP-seq (*n* = 2), ATAC-seq (*n* = 2). **g** Heatmap of GLl3 enrichment pre­ and post-HH signaling and enrichment of poised enhancer marks pre-HH signaling. Many regions lacking GLl3 also lack enrichment of poised marks. **h** Example of a HH-responsive GBR (orange shading) that is poised, accessible, and bound by GLl3 prior to HH signaling at a limb-specific *Ptch1* enhancer^26^. **i** Example of a validated HH-responsive GBR GRE1, that regulates the GLl3 target *Gremlin*^27^, that is inaccessible, lacks H3K4me1 and GLl3 binding at E9.25. Scale bars = 1 kb. Source data are provided as a Source Data file.

Confirming previous findings, GLI3-R was expressed at comparable levels at both pre- and post-HH stages (Fig. 1c, Supplementary Fig. 1d, Source Data)^14^. We then compared endogenous GLI3^FLAG^ binding using CUT&RUN^21^ in pre-HH (E9.25, 21-23 S) and anterior E10.5 (32-35 S) limb buds, a post-HH time frame when HH signaling is firmly established in the posterior limb, but before there are morphological changes in *Shh*^−/−^ limb buds^22^. In pre-HH limb buds, GLI3 bound to most regions that were bound in post-HH limb buds (82%; Fig. 1d, Supplementary Data 1). Previously, we identified a group of HH-responsive GLI3 binding regions that have reduced H3K27ac in *Shh*^*−/−*^ limb buds (constitutive GLI repression)^10^ (Supplementary Fig. 1g–e). Since this subset of GBRs seems to regulate most HH-responsive gene expression, these regions might be especially important to repress before HH signaling to prevent premature activation of enhancers. While the majority of HH-responsive GBRs (70%) were bound by GLI3 prior to HH induction, nearly a third were not bound, suggesting that GLI3 does not initially regulate a subset of HH-responsive GBRs (Fig. 1e).

### GLI3 preferentially binds to poised, accessible enhancers

Because GLI3 bound to only a portion of regions in the pre-HH limb, we hypothesized that GLI3 may preferentially bind to poised enhancers. We defined poised enhancers as ATAC-seq accessible and enriched for either H3K4me1 or H3K4me2, where H3K4me1 is enriched at promoter-proximal and distal regions, while H3K4me2 is more commonly found promoter proximally^23–25^. Most HH-responsive GBRs that were accessible and enriched for H3K4me2 by E10.5 were already accessible (89%) and enriched for H3K4me2 (98%) in the early limb (Supplementary Fig. 1h, i, Supplementary Data 2). In contrast, only 65% of the HH-responsive GBRs with H3K4me1 enrichment at E10.5 were also enriched for H3K4me1 by E9.25 (Supplementary Fig. 1i). We then asked if GLI3 preferentially bound to accessible, poised regions. Consistent with this scenario, most regions bound by GLI3 in pre-HH limbs were accessible (93%) and enriched for poised enhancer modifications (75%), including a defined limb-specific distal enhancer for *Ptch1*^26^ (Fig. 1f–h; Supplementary Fig. 1j). While nearly half of the regions not yet bound by GLI3 in the early limb overlapped with called ATAC-seq peaks (Supplementary Fig. 1j), they were less accessible than GLI bound enhancers (Fig. 1g). Unbound HH-responsive GBRs also generally lacked enrichment of poised enhancer marks, H3K4me1 and H3K4me2 (Fig. 1g, i; Supplementary Fig. 1j). This is exemplified by the distal limb enhancer, *GRE1* that helps regulate the HH target *Gremlin*, which is among the inaccessible regions that lack H3K4me1 enrichment and are not bound by GLI3 at E9.25 (Fig. 1i). This finding is consistent with previous reports demonstrating that *GRE1* does not have enhancer activity until E10 (31–32 S)^27,28^. As many distal regions lacked H3K4me1 enrichment prior to HH induction, we observed a slight preference for GLI3 to be bound to promoter proximal regions (Supplementary Fig. 1k). We conclude that GLI3 preferentially binds to poised enhancers, which may provide tissue-specific control of repression to prevent precocious expression.

### GBRs are HDAC-bound with low H3K27ac before HH activation

If GLI3 represses enhancers in the early limb as it does at E10.5, then HH-responsive GBRs, which have reduced H3K27ac in E10.5 *Shh*^*−/−*^ limb buds, should have reduced acetylation at E9.25 before HH signaling initiates. In agreement with this scenario, there was a significant reduction in H3K27ac enrichment at HH-responsive GBRs in pre-HH compared to post-HH limb buds (Fig. 2a–c, Supplementary Data 2). In addition, only 39% (121/309) of HH-responsive GBRs have called H3K27ac peaks in the pre-HH limb, of which, 88% (107/121) are bound by GLI3 in the pre-HH limb, with only 14 GBRs not bound by GLI3 being enriched for H3K27ac at this time. In contrast to HH-responsive GBRs, we previously found most GBRs remain stably acetylated in both the presence and absence of HH signaling at E10.5^10^. Consistent with this, 86% (6385/7382; Supplementary Fig. 1e) of all E10.5 GBRs that are acetylated in E10.5 limb buds, have called H3K27ac peaks prior to HH induction. The overall reduction in H3K27ac enrichment specifically at HH-responsive GBRs in the early limb bud, supports the possibility that GLI3 could be actively repressing enhancers at this time to prevent premature activation.

**Fig. 2:**
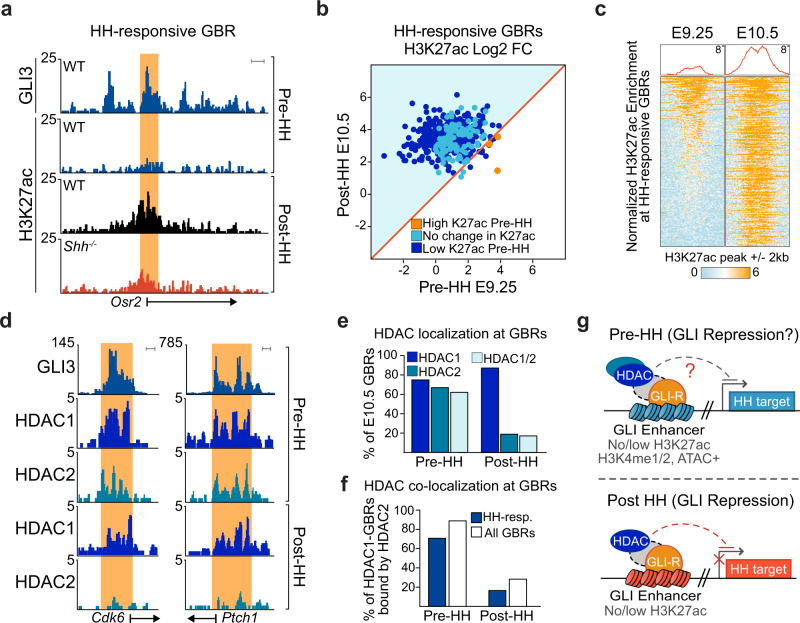
GLl3 binding regions have reduced enrichment of H3K27ac and are enriched with HDACs in pre-HH limb buds. **a** H3K27ac ChlP-seq tracks showing a E9.25 (21-23 S) GLl3-bound HH-responsive GBR with reduced acetylation in E9.25 WT limb buds compared to E10.5 WT limbs^10^ (note that the levels of enrichment are comparable to E10.5 *Shh*^−/−^ limbs). **b** Scatter plot of H3K27ac enrichment at HH-responsive GBRs in pre- and post-HH^10^ WT limbs. HH-responsive GBRs with significant reductions (FDR < 0.05) in H3K27ac at E9.25 compared to E10.5, are denoted in dark blue, while the 3 GBRs with significantly higher H3K27ac in E9.25 limbs are in orange (FDR < 0.05 *n* = 2). **c** Heatmap of H3K27ac ChlP-seq indicating relative H3K27ac enrichment at HH responsive GBRs in pre- and post-HH^10^ limbs (*n* = 2). **d** GLl3, HDAC1 and HDAC2 CUT&RUN tracks at E9.25 GLI3-bound regions, pre- and post-HH. **e** HDAC localization at E10.5 bound GBRs. Prior to HH signaling, most regions are enriched for both HDAC1 and HDAC2, while after, most GBRs are enriched for only HDAC1 (E9.25 HDAC1/2 *n* = 2; E10.5 HDAC1/2 *n* = 3). **f** Initially most HDAC1-bound regions are also enriched for HDAC2, while after HH-signaling, fewer HDAC1-bound regions are also enriched for HDAC2. **g** Prior to HH signaling, GLl3-bound regions are enriched for poised enhancer marks with lower levels of H3K27ac and HDAC enrichment. These are comparable to post-HH GLl3 enhancers where GLl3 actively represses targets. Orange shading in tracks indicates HH-responsive GBRs defined in Supplementary Fig. 1e. Scale bars = 1 kb.

Previously, we found that GLI-mediated repression is facilitated by HDACs that regulate H3K27ac enrichment at GBRs^10^. Pre-HH limb buds had similar levels of HDAC1 and HDAC2, with many GBRs enriched for both HDACs (Fig. 2d, e, Supplementary Data 1). In post-HH limb buds, most of these regions continue to be bound by HDAC1 while HDAC2 binding is greatly reduced (Fig. 2f). Overall, the presence of HDACs at most GBRs prior to HH is consistent with a model in which GLI3, together with an HDAC-containing repression complex, could be repressing enhancers to prevent premature activation of target genes (Fig. 2g).

### Loss of *Gli3* does not prematurely activate GLI3 enhancers

We next tested the hypothesis that the reduction in acetylation at GBRs prior to HH signaling was due to GLI3-mediated reduction in the levels of H3K27ac that prevented premature activation of enhancers (Fig. 2g). We examined H3K27ac enrichment in WT and *Gli3*^*−/−*^ pre-HH limb buds (Fig. 3a; Supplementary Data 2), predicting that loss of GLI3-R at this time would result in increased acetylation at GBRs, as it does in E10.5 post-HH limbs^10^ (Fig. 3b). Surprisingly, and contrary to our hypothesis, there was no significant increase in H3K27ac enrichment in *Gli3*^*−/−*^ limb buds prior to HH induction (Fig. 3b–f). Since GLI3-mediated repression of *Hand2* in the early limb is a key component of the pre-patterning model of anterior-posterior polarity^8,14,16,29,30^, we examined two GBRs located 10 kb and 85 kb downstream of *Hand2* that mediate GLI repression^15^, but did not observe any increases in H3K27ac (Fig. 3e, Supplementary Fig. 2a, Supplementary Data 2). Additional GBRs around established GLI3 target genes also did not show increased H3K27ac enrichment with loss of *Gli3*. This was evident at genes such as *Hoxd12* which lacked WT E9.25 H3K27ac at GLI-bound regions and remained unchanged in *Gli3*^*−/−*^ limbs, or at genes like *Cdk6*^31^, which had E9.25 acetylation, but did not gain further enrichment with loss of *Gli3* (Fig. 3e). We next investigated other genes like *Cdk6*, as we considered the possibility that many enhancers, which have low levels of H3K27ac, may not be competent for activation at this stage and would therefore not have increased enrichment of H3K27ac upon loss of *Gli3*. To address this, we examined three outlier HH-responsive GBRs that contained significantly higher levels of H3K27ac in pre-HH than post-HH limb buds (Fig. 2b) to see if the acetylation levels might further increase in the absence of GLI3 repression. Despite GLI3 binding at these regions, there was no increase in H3K27ac enrichment with loss of *Gli3* before HH signaling (Supplementary Fig. 2b–d). Overall, this surprising result indicates that despite the presence of GLI3 and HDACs, GLI repression does not regulate H3K27ac enrichment at enhancers in pre-HH limb buds (Fig. 3f).

**Fig. 3:**
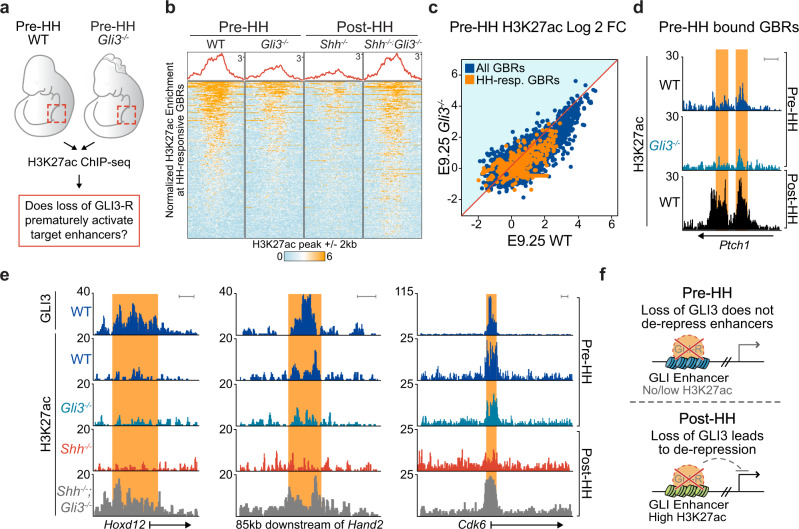
Loss of *Gli3* does not result in premature de-repression of enhancers. **a** Schematic for testing whether loss of *Gli3* prematurely increases H3K27ac levels through GLI3 de-repression. **b** Heatmap of H3K27ac enrichment at HH-responsive GBRs in pre-HH (E9.25, 21–23 S) and post-HH (E10.5, 33-34 S) limb buds, with loss of *Gli3*. At E10.5, *Shh*^*−/−*^ limbs have reduced H3K27ac due to GLI3 repression. Loss of *Gli3* in *Shh*^*−/−*^*;Gli3*^−/−^ results in de-repression of target enhancers and increased acetylation. This change is not observed prior to HH signaling with loss of *Gli3* compared to WT limb buds. **c** Scatterplot of H3K27ac enrichment in pre-HH WT vs. *Gli3*^*−/−*^ limbs shows no increase in acetylation with loss of *Gli3*. **d** H3K27ac ChIP-seq tracks at a pre-HH GLI3-bound HH-responsive GBR with low H3K27ac in E9.25 WT limb buds that does not increase acetylation levels in E9.25 *Gli3*^*−/−*^. **e** Examples of regions, bound by GLI3 at E9.25, that do not increase H3K27ac levels with loss of *Gli3* in pre-HH limb buds as they do in *Shh*^*−/−*^*;Gli3*^*−/−*^ post-HH limbs. **f** Schematic depicting loss of *Gli3* in pre-HH limb buds does not lead to de-repression of target enhancers as it does after HH induction at E10.5. Orange shading on tracks indicates HH-responsive GBRs defined in Supplementary Fig. 1e. Scale bars = 1 kb.

### Loss of *Gli3* does not prematurely activate GLI3 target genes

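RNA was sequenced from 14 pools of mouse forelimb buds. The pre-HH samples were whole forelimb buds at E9.25 (21–23 S), with 3 WT and 4 *Gli3*-/- replicates, and the post-HH samples were anterior forelimb buds at E10.5 (32–35 S), with 4 WT and 3 *Gli3*-/- replicates. The *Gli3*-/- embryos carried the *Gli3* Xt-J allele on a Swiss Webster background. Each replicate pooled buds from several embryos. The authors aligned the reads with HISAT2 and deposited, for each library, the coverage, FPKM and TPM of each annotated gene ID. These tables hold no read counts, so that a test on counts could not be run on them. From the ratio of coverage to FPKM and the read length of 100 bases, the libraries held an estimated 38.1 to 56.8 M reads, with medians of 45.8 M in E9.25 WT, 48.7 M in E9.25 *Gli3*-/-, 48.5 M in E10.5 WT and 43.2 M in E10.5 *Gli3*-/-. At this depth a TPM of 1 corresponds to 20.7 to 29.3 reads per kilobase of transcript. Between replicates of a group, Pearson's r of log2(TPM + 1) ranged from 0.975 to 0.988 at E9.25 and from 0.985 to 0.992 at E10.5, across genes, which are not independent replicates. Groups were compared on log2(TPM + 1) with limma's moderated test with a trend in the variance, over genes with a TPM of at least 1 in at least 3 of the libraries compared. P-values were two-sided and adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted as upregulated or downregulated. Fold changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM. TPM shares out a fixed total in each library, and the median tested gene was 0.23 higher (log2) in *Gli3*-/- than in WT buds at E9.25, fell by 0.02 with loss of *Gli3* at E10.5 and was 0.34 higher at E10.5 than at E9.25 in WT buds. Changes are therefore also given relative to the median gene. Exact permutation tests over the 35 splits of 7 libraries cannot give a p below 0.0286.
*Gli3* itself (ENSMUSG00000021318.15) is listed on chromosome 13 from 15463235 to 15730026. The files name no genome build, but of 33122 gene IDs with a RefSeq gene of the same symbol, 99.8% overlapped the position of that gene in GRCm38.p6. *Gli3* RNA was 5.03 ± 0.83 (SD, n = 3) in E9.25 WT and 4.29 ± 0.24 (SD, n = 4) in E9.25 *Gli3*-/- limbs. The log2 fold change was −0.74 (standard error 0.32, limma adjusted p = 0.223). The library labelled E9.25 WT replicate 2 had a *Gli3* value of 4.07, within the range of the *Gli3*-/- libraries (3.94 to 4.45), while WT replicates 1 and 3 had 5.50 and 5.51. Genes with a span of 100 kb or more were also lower in that library, by a median log2 difference of −0.55 from the other WT replicates, against −0.19 for all tested genes. Without it, the log2 fold change of *Gli3* was −1.22 (limma adjusted p = 0.0415), and across the 7 fits that each left out 1 library the adjusted p ranged from 0.0415 to 0.478. At E10.5, *Gli3* RNA was 6.36 ± 0.12 (SD, n = 4) in WT and 5.36 ± 0.04 (SD, n = 3) in *Gli3*-/- limbs, a log2 fold change of −1.01 (standard error 0.08, limma adjusted p = 0.000335). This did not pass when all 14 libraries shared the spread (limma adjusted p = 0.0609, of a range of 6.39e-05 to 0.0609 over the other settings).

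**Figure D1:**
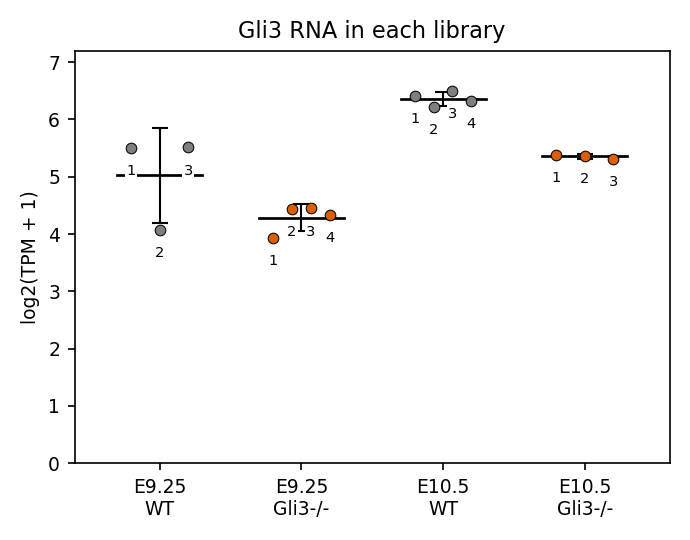
*Gli3* RNA in log2(TPM + 1) in each of the 14 forelimb libraries, by stage and genotype. Points are libraries with their replicate numbers, and bars are the mean and SD. The library labelled E9.25 WT replicate 2 lies at 4.07, within the range of the E9.25 *Gli3*-/- libraries, and the E10.5 groups do not overlap.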

To determine whether the lack of enhancer activation in E9.25, pre-HH *Gli3*^*−/−*^ limbs corresponded with a lack of de-repression of GLI target genes, we performed RNA-seq on pre-HH WT and *Gli3*^*−/−*^ limbs, as well as the anterior halves (no HH; GLI-repressed domain) of post-HH (32-35 S) WT and *Gli3*^*−/−*^ limbs (Fig. 4a–d, Supplementary Data 3). In post-HH *Gli3*^*−/−*^ limbs, there were 159 significantly upregulated genes (FDR < 0.05), including well known signature HH target genes such as *Ptch1*, *Hand2*, *Hoxd13* and *Grem1* (Fig. 4c, d)^7^. However, in agreement with the lack of GLI3-regulated enhancer activity, very few genes (9) were significantly upregulated with loss of *Gli3* in the early limb (Fig. 4b). These genes included *Foxf1 and Osr1*, which are regulated by HH signaling in several mesodermal tissues but, with the exception of *Gpx6*, are not upregulated in anterior E10.5 *Gli3*^*−/−*^ limbs^32–35^. This suggests that rather than being a product of ongoing GLI3 repression, these upregulated genes may represent outliers from contaminating flank tissue from the dissection. 

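In the anterior E10.5 limbs, 747 of 15654 genes tested changed with loss of *Gli3*, of which 288 were upregulated and 459 downregulated. For all 747 genes the replicates of the 2 genotypes did not overlap. When a log2 fold change of at least 1 was also required, 208 genes passed, 60 upregulated and 148 downregulated. Across the 7 fits that each left out 1 library, between 301 and 680 genes passed. Fewer genes passed with the replicate numbers of the titles as a block, the alternative set before the data were examined. With the libraries paired by the numbers that the deposited tables carry, a replicate block chosen after seeing the data, 498 genes passed, 237 upregulated and 261 downregulated, and 430 of them were among the 747. Which numbering is right is not known. The 3 pairs so numbered deviated together from their group means, with a mean r of 0.19 across genes, against −0.06 for the other pairs. *Ptch1* (ENSMUSG00000021466.11, chromosome 13, 63508328 to 63573598) rose from 3.53 ± 0.14 (SD, n = 4) in WT to 5.11 ± 0.20 (SD, n = 3) in *Gli3*-/- limbs, a log2 fold change of 1.58 (standard error 0.12, limma adjusted p = 0.000287). *Hand2* (ENSMUSG00000038193.3, chromosome 8, 57320983 to 57324517) rose from 4.64 ± 0.25 to 6.54 ± 0.31, a log2 fold change of 1.90 (standard error 0.17, limma adjusted p = 0.000544). *Hoxd13* (ENSMUSG00000001819.4, chromosome 2, 74668310 to 74671599) rose from 2.65 ± 0.89 to 6.65 ± 0.49, a log2 fold change of 3.99 (standard error 0.43, limma adjusted p = 0.00118). *Grem1* (ENSMUSG00000074934.3, chromosome 2, 113746164 to 113758646) rose from 4.22 ± 0.36 to 5.41 ± 0.17, a log2 fold change of 1.19 (standard error 0.18, limma adjusted p = 0.00626). *Cdk6* was upregulated as well, with a log2 fold change of 0.70 (standard error 0.09, limma adjusted p = 0.00249). *Cdk6* did not pass when all 14 libraries shared the spread (adjusted p = 0.443, of a range of 0.00071 to 0.443 over the other settings), and *Grem1* did not pass without both the filter and the trend (adjusted p = 0.0511, of a range of 0.000521 to 0.0965). With the numbers of the titles as a block, *Cdk6* (limma adjusted p = 0.0697) and *Grem1* (limma adjusted p = 0.0965) did not pass either. The 5 largest increases were those of *Hoxd12* (4.03), *Hoxd13*, *Gpx6* (2.75), *Hoxa13* (2.60) and *Shh* (2.49). *Shh* was listed at 0 in all 4 WT libraries and at 1.12, 3.08 and 3.27 in the *Gli3*-/- libraries. The 5 largest decreases were those of *Pax1* (−4.23), *Nr1h5* (−3.88), *Alx4* (−3.51), the mitochondrial tRNA gene *mt-Tw* (−3.16) and *Irx3* (−3.12). *Nr1h5* was listed at 0 in all 3 *Gli3*-/- libraries. *Hoxa13* and *Shh* did not pass without the filter on low TPM, nor *Shh* with the numbers of the titles as a block (limma adjusted p = 0.0853). *mt-Tw* spans bases 4950 to 5016 of the mitochondrial genome, shorter than a read, and overlaps the neighboring *mt-Nd2*, so that its value is uncertain. *Hoxd12* and *Pax1* were each above 0 in a single E9.25 *Gli3*-/- library, at 0.14 in replicate 1 and at 0.24 in replicate 4. *Alx4* overlaps *Ext2* on the other strand, and WT replicate 2 was the lowest of the WT libraries for *Alx4*, at 5.04. Of the 74 predicted HH target genes of Supplementary Data 4, 72 were tested, and their median log2 fold change was 0.60, against −0.02 for the median of all tested genes. In an exact two-sided permutation test the effect had p = 0.0286 (0.114 after Benjamini-Hochberg adjustment over 4 gene set tests). Of the 72 genes, 70 were higher in *Gli3*-/- limbs, and 37 were upregulated among all tested genes, or 52 with adjustment over the list alone. The median stayed between 0.54 and 0.62 with each library left out in turn, and was 0.56 as the mean of the differences within the pairs of the deposited tables.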

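At E9.25, 20 of 14760 genes tested passed an adjusted p of 0.05, of which 16 were upregulated and 4 downregulated in *Gli3*-/- limbs, while 3247 had an unadjusted p under 0.05. The replicates varied more than at E10.5. Across genes the median SD of log2(TPM + 1) was 0.25 in E9.25 WT and 0.23 in E9.25 *Gli3*-/- libraries, against 0.15 in E10.5 WT and 0.13 in E10.5 *Gli3*-/- libraries. When all 14 libraries shared 1 estimate of the spread, 1185 genes passed at E9.25, 1039 upregulated and 146 downregulated. Without the filter on low TPM, 0 genes passed and 3542 had an unadjusted p under 0.05. Leaving out 1 library at a time gave between 2 and 196 genes. Without the library labelled E9.25 WT replicate 2, 18 genes passed, and 15 of them were among the 20. With the replicate number of the labels as a block, 66 genes passed, 50 upregulated and 16 downregulated, and 18 of them were among the 20. The 3 pairs of WT and *Gli3*-/- libraries with the same number did not deviate together from their group means, with a mean r of −0.18 across genes, against 0.06 for the pairs with different numbers. The largest increase among genes that the paper's text does not name was that of *D030025E07Rik* (ENSMUSG00000105816.4, chromosome 3, 128117015 to 128231606), from 0.45 ± 0.30 (SD, n = 3) to 3.35 ± 0.36 (SD, n = 4), a log2 fold change of 2.90 (standard error 0.25, limma adjusted p = 0.00341). *Gata4* (ENSMUSG00000021944.15, chromosome 14, 63198922 to 63271692) rose from 2.06 ± 0.51 to 4.93 ± 0.63, a log2 fold change of 2.87 (standard error 0.35, limma adjusted p = 0.0128), and is itself a marker of lateral plate mesoderm. *Ptch1* rose from 2.58 ± 0.71 to 4.87 ± 0.38, a log2 fold change of 2.28 (standard error 0.32, limma adjusted p = 0.0309) or 2.06 relative to the median gene. *Ptch1* was not upregulated with a pseudocount of 0.1, without the filter on low TPM, or in 4 of the 7 fits that each left out 1 library, and its adjusted p over the other settings ranged from 0.000669 to 0.306. The genes that fell were *Lhx2* (−1.995), *Tbx15* (−1.84), *Hist1h4i* (−1.83) and *Gm12096* (−1.48). Across the 7 fits that each left out 1 library, *Tbx15* passed in 2, *Lhx2* and *Gata4* in 4 each and *D030025E07Rik* in 7. *Gm12096* did not pass without *Gli3*-/- replicate 1, 2 or 3. Neither *Tbx15* nor *Gm12096* passed with a pseudocount of 0.1. *Gm12096* was listed at 0 in all 4 *Gli3*-/- libraries and lies within *Acyp2* on the other strand, and among the E10.5 WT libraries it was above 0 in replicate 3 alone. *Hist1h4i* is a member of a histone gene family with near-identical copies and lies within 20 Mb of *Gli3*, so that its value is uncertain. Of the signature HH target genes upregulated at E10.5, *Hand2* had a log2 fold change of 0.92 at E9.25 (standard error 0.24, limma adjusted p = 0.189), with 4 of 4 *Gli3*-/- libraries above every WT library. *Hoxd13* fell by 0.74 (standard error 0.21, limma adjusted p = 0.207), with 4 of 4 *Gli3*-/- libraries below every WT library. Neither passed, and *Grem1* (0.21, or −0.02 relative to the median gene) and *Cdk6* (1.302, or 1.08) did not pass either, with limma adjusted p-values of 0.559 and 0.217. *Hand2* and *Cdk6* passed when all 14 libraries shared the spread (limma adjusted p = 0.0388 and 0.0411), and *Hand2* also passed without E9.25 WT replicate 1 (log2 fold change 1.18, limma adjusted p = 0.0394). Over the other settings their adjusted p reached 0.374, and with a library left out 0.459 for *Hand2* and 0.478 for *Cdk6*. The log2 fold change with a library left out was 0.77 to 1.18 for *Hand2* and 0.71 to 1.64 for *Cdk6*. The sign for *Grem1* changed with quantile normalization (−0.05).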

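*Foxf1* (ENSMUSG00000042812.5, chromosome 8, 121084386 to 121088144) was at 0.93 ± 0.87 (SD, n = 3) in E9.25 WT and 4.61 ± 0.64 (SD, n = 4) in E9.25 *Gli3*-/- limbs, a log2 fold change of 3.68 (standard error 0.43, limma adjusted p = 0.0125). At E10.5 it was between 0.00 and 0.21 in WT and between 0.10 and 0.27 in *Gli3*-/- limbs, below the filter for testing. *Osr1* (ENSMUSG00000048387.7, chromosome 12, 9574442 to 9581499) was at 1.26 ± 0.17 and 3.35 ± 0.26 at E9.25, a log2 fold change of 2.09 (standard error 0.21, limma adjusted p = 0.00636). At E10.5 *Osr1* was at 2.8 ± 0.3 (n = 4) in WT and 3.7 ± 0.8 (n = 3) in *Gli3*-/- limbs, a log2 fold change of 0.90 (standard error 0.33, limma adjusted p = 0.172). Without E10.5 *Gli3*-/- replicate 3 it was 1.36 and passed (limma adjusted p = 0.0120), and across the 7 fits that each left out 1 library the adjusted p was 0.0120 to 0.387. *Osr1* also passed with the libraries paired by the numbers of the deposited tables, chosen after seeing the data (limma adjusted p = 0.0476, of a range of 0.0476 to 0.417 over the other settings; mean r of the paired libraries 0.19). *Gpx6* (ENSMUSG00000004341.7, chromosome 13, 21312217 to 21319624), which lies within 20 Mb of *Gli3*, was at 0.70 ± 0.09 and 3.01 ± 0.26 at E9.25, a log2 fold change of 2.31 (standard error 0.21, limma adjusted p = 0.00341). At E10.5 *Gpx6* was between 0.00 and 0.55 in WT and between 3.08 and 3.14 in *Gli3*-/- limbs. Without the library labelled E9.25 WT replicate 2, these 3 genes rose as well at E9.25. Of the 16 genes upregulated at E9.25, 4 were upregulated at E10.5 as well, 5 were tested at E10.5 and did not pass, and 7 were below the filter at E10.5. The 4 shared genes were *Gpx6*, *Ptch1*, *Hist1h2aj* and *Bves*, of which *Hist1h2aj* and *Bves* were named after their values were seen. *Hist1h2aj* also lies within 20 Mb of *Gli3* and belongs to a histone gene family. Without the filter on low TPM, *Foxf1*, *Osr1* and *Gpx6* did not pass at E9.25 (adjusted p up to 0.235), and *Foxf1* passed in 4 of the 7 fits that each left out 1 library. Whether the effect of losing *Gli3* differed between the stages was tested with the interaction of stage and genotype over all 14 libraries. *Foxf1*, *Cxcl13* and *Foxd1* were below the filter for a genotype test at E10.5, where low values leave little room for an effect. The difference, E10.5 minus E9.25, was −3.59 for *Foxf1* (standard error 0.50, limma adjusted p = 0.00179), −1.98 for *Cxcl13* (standard error 0.26, adjusted p = 0.00106) and −1.33 for *Foxd1* (standard error 0.21, adjusted p = 0.00433), which for *Foxd1* did not pass with a pseudocount of 0.1. It was −1.19 for *Osr1* (standard error 0.41, limma adjusted p = 0.149) and −1.005 for *Hsd11b2* (standard error 0.27, adjusted p = 0.074), where it did not pass, and 0.44 for *Gpx6* (standard error 0.24, adjusted p = 0.289). For *Hsd11b2* the interaction passed with sample quality weights and in 2 of the 14 fits that each left out 1 library. *She* and *Mapre3*, which the paper also lists at E9.25, had log2 fold changes of 0.95 (standard error 0.26, limma adjusted p = 0.206) and 0.41 (standard error 0.24, adjusted p = 0.295). A score of 9 flank and lateral plate mesoderm marker genes, none of them among the upregulated genes, was −1.66 to −0.94 in E9.25 *Gli3*-/- and −2.02 to −1.67 in E9.25 WT libraries. The ranges nearly touched, with *Gli3*-/- replicate 4 at −1.662 and WT replicate 1 at −1.667. The difference of 0.65 had p = 0.0571 in an exact two-sided permutation test, or 0.343 after adjustment over the marker lists.

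**Figure D2:**
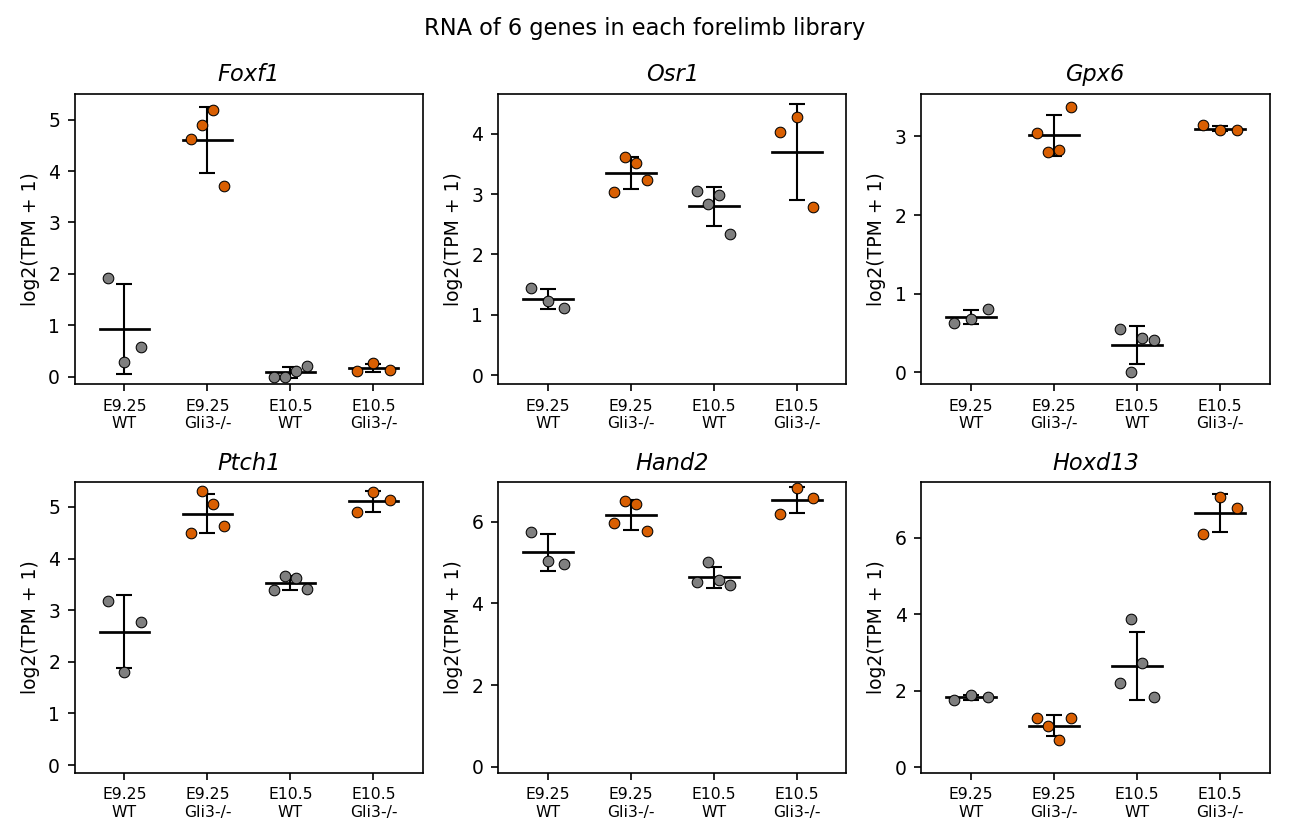
RNA of *Foxf1*, *Osr1*, *Gpx6*, *Ptch1*, *Hand2* and *Hoxd13* in log2(TPM + 1) in each forelimb library, by stage and genotype. Points are libraries, and bars are the mean and SD. *Foxf1* separates the genotypes at E9.25 only (3.68 log2), *Gpx6*, *Ptch1* and *Hand2* at both stages, and *Hoxd13* rises with loss of *Gli3* at E10.5 (3.99 log2) and falls at E9.25. The changes of *Hand2* and *Hoxd13* at E9.25 did not pass the adjusted p threshold.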

Alternatively, these could represent residual mRNAs from the lateral plate mesoderm prior to their epithelial to mesenchymal transition at the onset of limb initiation within the last ~8 h^36^. Consistent with the former possibility, *Foxf1* is present in the lateral plate mesoderm but is not detected in either WT or *Gli3*^*−/−*^ pre-HH limb buds (Fig. 4d). Similarly, *Ptch1*, a signature HH target gene was detected in the neural tube, but was also not detected in the early limb buds in WT or *Gli3*^−/−^ embryos (Fig. 4d). In support of the latter possibility, pre-HH upregulated mRNAs are reported to have an average half-life of 11.2 h in differentiating ES cells (Supplementary Fig. 3a)^37^, and also have lower levels of retained introns than post-HH upregulated *Gli3*^*−/−*^ genes, suggesting that some of these transcripts may represent older mRNAs, potentially regulated by GLI3 in the lateral plate mesoderm, that are not currently being transcribed in the limb (Supplementary Fig. 3b, c). This would be consistent with recent findings that the early limb transcriptome is a continuation of that observed in trunk progenitors^38^. We conclude that GLI3 is unlikely to be engaged in ongoing transcriptional repression in the early limb bud.

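The predicted HH target genes of Supplementary Data 4 were also examined as a set. At E9.25, 65 of the 74 were tested, and their median log2 fold change with loss of *Gli3* was 0.25, which is 0.03 above the median of all tested genes (exact permutation test, p = 0.171, or 0.2 after adjustment over 4 gene set tests). Of these genes, 56 were higher in *Gli3*-/- limbs, but only 36 were above the median gene. *Ptch1*, *Osr1* and *Hsd11b2* were upregulated. With adjustment over the list alone, 14 genes were upregulated and 5 downregulated. The median effect was 0.06 with median-of-ratios size factors, between 0.22 and 0.36 with each library left out in turn, and 0.27 as the mean of the differences within same-numbered pairs, whose libraries did not deviate together (mean r = −0.18). The 288 genes upregulated at E10.5 were examined at E9.25 in the same way. Of these, 254 were tested, their median effect was again 0.25 (0.02 above the median gene; exact permutation test, p = 0.114, adjusted 0.2), and 136 were above the median gene. The 4 genes upregulated at both stages were the only ones among them to pass at E9.25, or 25 upregulated and 14 downregulated with adjustment over the list alone. Their median effect was between 0.18 and 0.33 with each library left out in turn and 0.25 within same-numbered pairs. For the 64 HH target genes tested at both stages, the effect at E10.5 exceeded that at E9.25 by a median of 0.19, which an exact permutation test over 1225 combinations of splits did not tell from 0 (p = 0.536). With median-of-ratios size factors, chosen for this comparison after seeing the data, the difference was 0.48 (exact permutation p = 0.08), and with each library left out in turn it was 0.07 to 0.30. The 0.19 is not relative to the median gene, and over all tested genes the median of this difference was −0.24. Relative to the median gene, the median effect on the HH target genes was 0.03 at E9.25 (65 genes) and 0.62 at E10.5 (72 genes). Single genes did differ between the stages, as *Hoxd13*, whose effect was 4.74 higher at E10.5 (standard error 0.52, limma adjusted p = 0.000358). For *Ptch1* (−0.70, adjusted p = 0.281), *Hand2* (0.98, adjusted p = 0.133, and 0.0361 with median-of-ratios size factors, of a range of 0.0361 to 0.31), *Grem1* (0.98, adjusted p = 0.0983) and *Cdk6* (−0.60, adjusted p = 0.44) the interaction in limma did not pass. For *Grem1* it passed with sample quality weights and in 2 of the 14 fits that each left out 1 library. The paper reasons from the few genes upregulated at E9.25, from the absence of *Foxf1* and *Ptch1* signal in limb buds by in situ hybridization (Fig. 4d) and from the half-lives and retained introns of the upregulated mRNAs (Supplementary Fig. 3), and concludes that ongoing repression by GLI3 is unlikely at this stage. Its other evidence includes H3K27ac at enhancers, which did not rise significantly in E9.25 *Gli3*-/- limbs (Fig. 3). It also reports similar anterior *Hand2* signal in both genotypes before HH signaling (Fig. 4e).

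**Figure D3:**
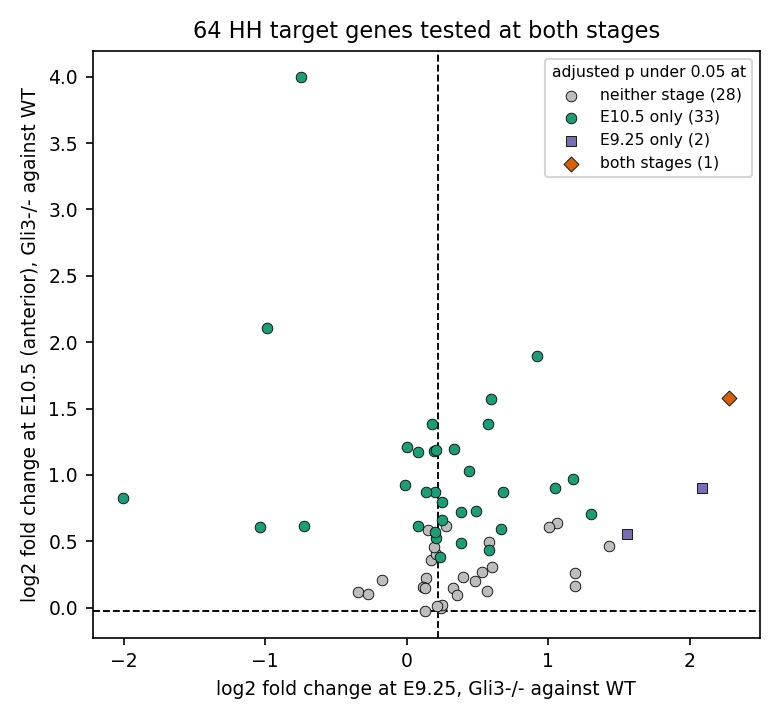
Log2 fold change with loss of *Gli3* at E9.25 (horizontal axis) and in anterior limbs at E10.5 (vertical axis) for the 64 HH target genes tested at both stages. Each point is a gene, its color and shape give the stages at which it passed an adjusted p of 0.05, and dashed lines mark the median tested gene. The 33 genes that passed at E10.5 alone lie on both sides of the E9.25 median gene, and *Ptch1* passed at both stages.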

**Fig. 4:**
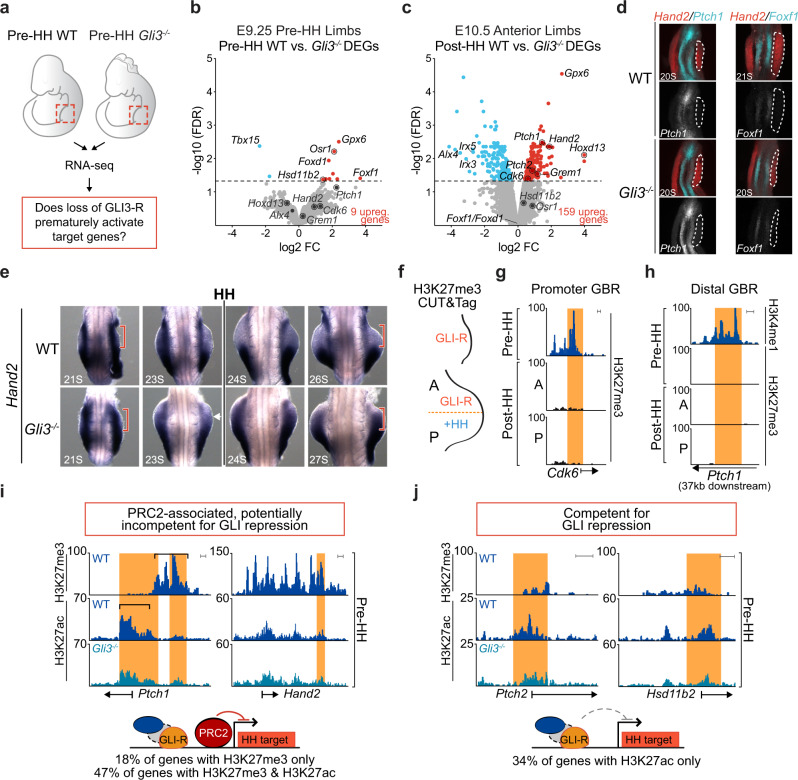
Most genes are not de-repressed in *Gli3* mutants prior to HH induction. **a** Schematic for testing whether loss of *Gli3* can prematurely activate target genes through GLI3 de-repression. **b**, **c** Volcano plot of differentially expressed genes (DEGs) detected in RNA-seq between WT and *Gli3*^*−/−*^ limbs E9.25 (21-23 S) (**b**) and E10.5 (32–35 S) anterior limb buds (**c**). **d** Fluorescent in situ hybridization showing maximum intensity projections for *Hand2, Foxf1* and *Ptch1* in E9.25 WT and *Gli3*^*−/−*^ limb buds indicating the absence of detectable *Foxf1* and *Ptch1* in pre-HH limb buds. Dashed white lines outline the limb bud region. **e** In situ hybridization for the GLI3 target *Hand2*, in WT and *Gli3*^*−/−*^ limbs pre- (21, 23 S) and immediately post-HH induction (24–27 S; *n* = 3). Note that *Hand2* is expressed almost uniformly across the limb bud in 21 S embryos in both WT and *Gli3*^*−/−*^ limbs. At 23 S, slight reduction in anterior expression of *Hand2* is observed in both WT and *Gli3*^*−/−*^ limbs (white arrowhead). The red brackets denote anterior limb. Images acquired on a Zeiss LSM 710 Confocal visualized using maximal intensity projections with pseudo-coloring for merged images. **f** Schematic identifying H3K27me3 enriched regions in E9.25, E10.5 anterior (GLI3-repressed), and E10.5 posterior (HH signaling, loss of GLI-R) limb buds using CUT&Tag. **g**–**j** Orange shading in tracks indicates HH-responsive GBRs defined in Supplementary Fig. 1e. **g** Example of a HH-responsive GBR at a HH target gene promoter with H3K27me3 enrichment specifically at E9.25 but not E10.5. **h** Representative distal limb-specific HH-responsive GBR downstream of *Ptch1* with no H3K27me3 enrichment in E9.25 or E10.5 limb buds. **i** Examples of HH target genes associated with polycomb repression that could potentially be incompetent for GLl3 repression. **j** Examples of genes that are bound by GLl3 at E9.25, contain H3K27ac enrichment and lack H3K27me3 enrichment, suggesting they are competent for GLl3 repression but are not de-repressed in the absence of *Gli3*. For **f**–**j** see Supplementary Data 1. Scale bars for tracks indicate 1 kb.

As *Hand2* is the best-characterized target of GLI3 repression, we examined *Hand2* expression in pre-HH and early post-HH WT and *Gli3*^*−/−*^ embryos to look for subtle changes that might not be detected by RNA-seq. *Hand2* is initially expressed throughout anterior WT limb buds (Fig. 4d, e) similar to *Gli3*^*−/−*^ limb buds (20–23 S) (*n* = 7). At early post-HH stages (24–26 S), *Hand2* expression is variable in WT and *Gli3*^*−/−*^ limb buds, with most WT limb buds expressing anterior *Hand2* at levels comparable to those seen posteriorly. However, comparably lower levels of anterior *Hand2* expression were present even in some *Gli3*^*−/−*^ limb buds (Fig. 4e, white arrow). Posterior restriction of *Hand2* is not evident until 26 S and is still variable at that time (Fig. 4e, Supplementary Fig. 3e). Although not quantitative, these findings are consistent with previous reports that noted early co-expression of *Gli3* and *Hand2* at these stages^14^. We conclude that GLI3 repression of *Hand2* is absent prior to the activation of HH signaling and suggests that GLI3 repression is first activated around 26 S, shortly after the initiation of HH signaling (Supplementary Fig. 1-c).

### GLI3 repressor is inert in early limb buds

Our results thus far indicated that GLI repression is not active in the early limb bud. This could either be caused by inert GLI repression complexes or by target genes that were incapable of being activated. To understand whether an alternative form of repression might compensate for the lack of GLI3 repression, we asked if the Polycomb Repressive Complex 2 (PRC2) might broadly regulate HH targets in pre-HH limb buds. We predicted a set of 74 high confidence GLI target genes by identifying genes downregulated in *Shh*^*−/−*^ limbs that were near HH-responsive GBRs (Supplementary Data 4)^7^. We then performed CUT&Tag^39^ for H3K27me3, a modification indicative of PRC2 repression in pre-HH limbs and anterior and posterior post-HH limb buds (Fig. 4f–h; Supplementary Data 1)^40^. There was little H3K27me3 enrichment at target gene promoters after HH induction at E10.5, with the notable exceptions of *Ptch1* and *Gli1* in anterior E10.5 limbs, consistent with previous reports^10^ (Fig. 4h, I; Supplementary Fig. 4a-d; Supplementary Data 4). However, most (81%) putative HH target gene promoters were enriched for H3K27me3 in pre-HH E9.25 limb buds (Supplementary Fig. 4a). This H3K27me3 enrichment appears to resolve over limb development, as H3K27me3 enrichment is greatly reduced or lost at most genes in post-HH limb buds, with only 21% remaining trimethylated in anterior E10.5 limb buds (Fig. 4h; Supplementary Fig. 4a–d). Most HH-responsive GBRs are located distally and lacked H3K27me3 enrichment, while the few GBRs enriched for H3K27me3, were generally located proximal to promoters, suggesting PRC2 repression is likely independent of GLI regulation (Fig. 4i; Supplementary Fig. 4b).

Interestingly, there were high levels of H3K27me3 at the *Hand2* locus in the early limb (Supplementary Fig. 4f), which as noted above is widely expressed throughout the limb at this time. *Hand2* also was enriched for H3K27ac, which is mutually exclusive with H3K27me3^41^, suggesting that PRC2 is associated with *Hand2* in a subset of cells that presumably do not express *Hand2* in pre-HH limb buds (Supplementary Fig. 4f). Similar to *Hand2*, nearly half of predicted HH target genes were enriched for both H3K27ac and H3K27me3, which was also true of the few E10.5 genes enriched for H3K27me3 (Supplementary Figs. 4d, 7c; Supplementary Data 4). 

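Expression in WT limbs at both stages was compared between whole E9.25 forelimb buds and anterior E10.5 forelimb buds, so that stage and region change together. Of 15444 genes tested, 7520 passed an adjusted p of 0.05 in limma, 5885 higher and 1635 lower at E10.5. This balance rests on the scaling of the libraries. With median-of-ratios size factors in place of TPM totals, 3073 genes were higher and 3334 lower. Of the 74 predicted HH target genes, 70 were tested, and 26 were higher and 13 lower at E10.5. Supplementary Data 4 lists 48 of the 74 with H3K27me3 at E9.25 and 26 without it. The paper's text gives a larger share of target promoters with H3K27me3 at E9.25, and the list of Supplementary Data 4 was used. Of the genes with H3K27me3, 44 were tested, 22 were higher and 4 lower at E10.5, and their median log2 fold change was 0.78, or 0.44 above the median gene. Of the genes without H3K27me3, all 26 were tested, 4 were higher and 9 lower, and their median log2 fold change was −0.06, or −0.40 relative to the median gene. The medians of the marked and unmarked genes differed by 0.83, a permutation test across genes with 100000 resamples gave p = 0.0007, and genes are not independent replicates. Over the other settings, chosen for this comparison after seeing the data, the difference stayed between 0.62 and 1.06. In E9.25 WT limbs the median level in log2(TPM + 1) was 2.03 for the genes with H3K27me3 and 5.13 for those without.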

At E9.25, most genes have high levels of H3K27me3 and low levels of H3K27ac, while at E10.5, when trimethylation is resolving, most genes have increased levels of H3K27ac with low levels of H3K27me3, consistent with increases in their expression levels at E10.5 (Supplementary Fig. 4d–g). For other genes enriched for both marks, like *Ptch1*, the distribution of these modifications is offset, supporting the potential for these mutually exclusive marks to be present at the same locus (Fig. 4i, black brackets). The dual enrichment of H3K27ac and H3K27me3 has been proposed to enable fast, precise induction of these genes upon presence of relevant stimuli^42^. A smaller population of genes (18%), are highly enriched for H3K27me3 and completely lack acetylation at E9.25, suggesting they may not be competent for de-repression upon loss of *Gli3* at this stage (Fig. 4i; Supplementary Fig. 7c). Importantly, a third of genes are bound by GLI3 at E9.25, but have no H3K27me3 enrichment and are likely competent for de-repression upon the loss of *Gli3* (Fig. 4j; Supplementary Fig. 8a). However, as we did not observe increased acetylation in E9.25 *Gli3*^*−/−*^ limbs at these regions as we do in E10.5 *Gli3*^*−/−*^ limb buds, we conclude that GLI3 repressor is inert in the early limb bud (Fig. 4j).

### GLI-dependent chromatin compaction occurs after HH induction

We previously noted that there was reduced chromatin accessibility in posterior E10.5 *Shh*^*−/−*^ (constitutive GLI repression) limb buds at HH-responsive GBRs^10^, compared to posterior WT limbs which have active HH signaling and lack GLI repression. To determine if this was caused by GLI repression, as opposed to a lack of GLI activator, we performed ATAC-seq in posterior E10.5 *Shh*^*−/−*^*;Gli3*^*−/−*^ limb buds. Loss of *Gli3* in the absence of *Shh* resulted in accessible chromatin at HH-responsive GBRs similar to posterior WT controls, confirming that chromatin compaction is GLI3 repressor-dependent (Fig. 5a). To determine the onset of GLI3-mediated chromatin compaction, we examined chromatin accessibility using ATAC-seq at HH-responsive GBRs in E9.25 pre-HH limb buds (21–23 S), posterior WT and posterior *Shh*^*−/−*^ limbs at E10.5 (35 S) when HH signaling is firmly established and an intermediate timepoint, E10 (28–30 S), 8–12 h after the initiation of HH signaling. We first examined *Hand2*, whose expression becomes posteriorly restricted in the limb around 26 S (Supplementary Fig. 3e). We anticipated that GLI3 repression should be established by E10 (28–30 S), and predicted that chromatin at HH-responsive GBRs in *Shh*^*−/−*^ limbs at this stage would be more compact compared to E10 (28–30 S) WT controls, in addition to pre-HH WT limbs, which contain accessible chromatin and lack active GLI repression. Alternatively, if GLI-repression was still in the process of being established, the accessibility of HH-responsive GBRs would be similar to that of pre-HH and E10 (28–30 S) WT limbs. Consistent with an absence of GLI repression, the chromatin at HH-responsive GBRs in posterior E10 (28–30 S) *Shh*^*−/−*^ limb buds was not yet compacted. In fact, chromatin was significantly more accessible in E10 (28–30 S) *Shh*^−/−^ limb buds compared to both E9.25 (21–23 S) WT limbs and posterior E10 (28–30 S) WT limbs, which have active HH signaling and little to no nuclear GLI3-R^10^ (Fig. 5a–d). This surprising result suggests that GLI repression has not been completely established in this population at this stage in development. We next examined individual GBRs to determine if there were any regions with less accessible chromatin in E10 (28–30 S) *Shh*^−/−^ limb buds, indicative of initial targets of GLI3 repression. While most regions were not significantly reduced, several regions trended toward having reduced accessibility at E10 (28–30 S) in *Shh*^*−/−*^ compared to WT, such as HH-responsive GBRs near HH targets *Ptch1* and *Hhip* (Fig. 5e–g, blue datapoints). However, this reduction did not become significant until E10.5 (Fig. 5e–g, red datapoints). Only a few HH-responsive GBRs had significantly reduced accessibility in E10 (28–30 S) *Shh*^*−/−*^ limb buds including GBRs around *Cdh11* and *Mllt3*, which were also significantly reduced at E10.5 (35 S) (Fig. 5e, f, h, i; Supplementary Data 5). Since *Shh*^*−/−*^ limbs have constitutive GLI repression, the lack of GLI3-dependent chromatin compaction in E10 (28–30 S) *Shh*^*−/−*^ limbs supports that GLI2-R is unlikely to functionally compensate for the lack of GLI3 repression in early limbs (see discussion). Collectively these results support that GLI repression is not fully established even up to 12 h after HH signaling would have normally become active (Fig. 5j).

**Fig. 5:**
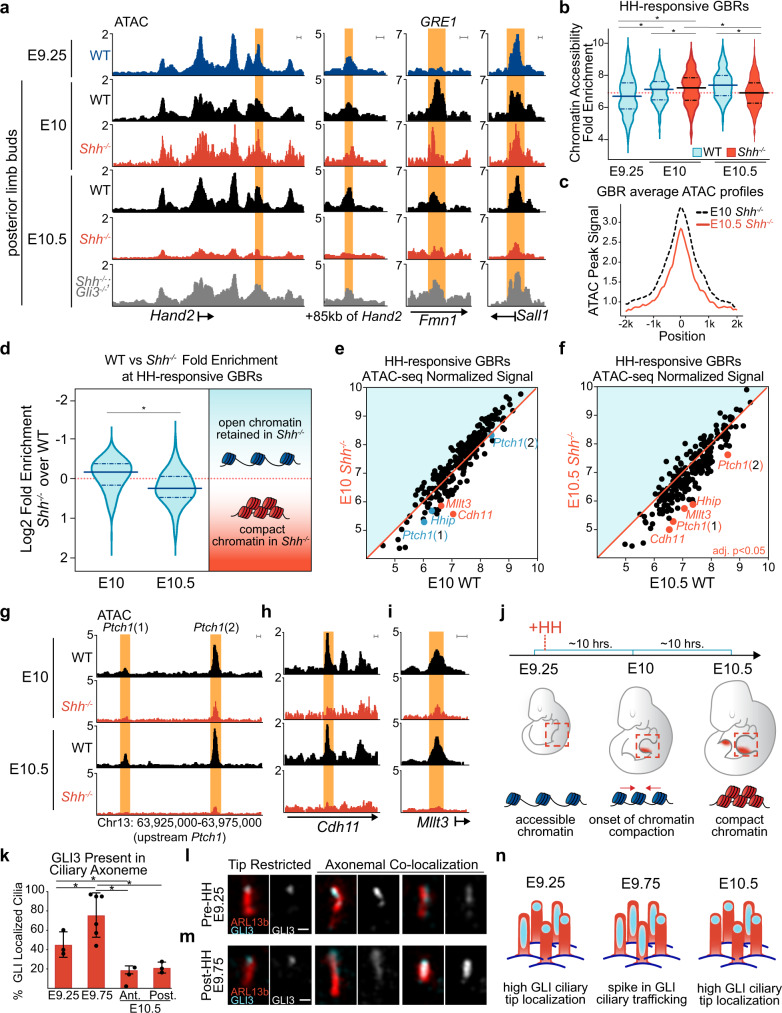
GLl3-dependent chromatin compaction occurs after HH induction. **a** ATAC-seq tracks showing examples of HH-responsive GBRs that are compacted in posterior E10.5 (35 S) *Shh*^*−/−*^ limbs but not in E9.25 (21–23 S) WT or posterior E10 (28–30 S) *Shh*^*−/−*^ limbs. Note posterior E10.5 *Shh*^*−/−*^*;Gli3*^*−/−*^ limbs maintain accessible chromatin at these regions. **b** Violin plots of chromatin accessibility in WT and *Shh*^*−/−*^ limbs. Globally the chromatin at HH-responsive GBRs is more accessible in posterior E10 *Shh*^*−/−*^ limb buds compared to posterior E10 WT limbs and posterior E10.5 *Shh*^*−/−*^ limbs. For WT E9.25 (21–23 S) and *Shh*^*−/−*^ E10.5 (35 S), *n* = 2; for WT and *Shh*^*−/−*^ E10 (28–30 S) and WT E10.5 (35 S), *n* = 3; for E10.5 (33-35 S) *Shh*^*−/−*^;*Gli3*^*−/−*^, *n* = 5 biologically independent replicates. Two-sided Wilcoxon signed rank tests were performed to compare each pair of groups, multiple hypothesis testing adjusted using BH method. E9.25 < E10 WT, FDR < 2.69E-15; E9.25 < E10 *Shh*^*−/−*^ FDR < 3.44E-23; E9.25 < E10.5 FDR < 5.82E–15 E10 WT < E10 *Shh*^*−/−*^, FDR < 2.55E-4; E10 *Shh*^*−/−*^ *>*E10.5 *Shh*^*−/−*^, FDR < 1.21-18; E10.5 WT > E10.5 *Shh*^*−/−*,^ FDR < 9.81E-12). Red dashed lines indicates E10.5 *Shh*^*−/−*^ mean. **c** Average ATAC profiles of HH-responsive GBRs in posterior E10 and E10.5 *Shh*^*−/−*^ limb buds. **d** Violin plots depicting log2 fold changes in chromatin accessibility (WT versus *Shh*^*−/−*^*)* at E10 and E10.5 (*p* = 0.000082 two-sided Wilcoxon signed rank test). **e**, **f** Scatter plots of ATAC-seq signal in WT vs. *Shh*^*−/−*^ limbs at E10 **e** and E10.5 **f**. GBRs and their associated genes annotated in red signify a significant reduction of chromatin accessibility in *Shh*^*−/−*^ limbs compared to WT (FDR < 0.05). GBRs in blue indicate visibly reduced accessibility in E10 *Shh*^*−/−*^ limb buds that are not significantly changed until E10.5 **g** ATAC-seq tracks of GBRs near *Ptch1* that are reduced, but not significant, in E10 *Shh*^*−/−*^ limbs compared to E10 WT limb buds. **h**, **i** GBRs that are already have significantly reduced accessibility in E10 *Shh*^*−/−*^ limbs compared to E10 WT. **j** Schematic showing the temporal onset of chromatin compaction at GBRs in relation to the initiation of HH signaling. **k** Quantification of GLl3 present along ciliary axonemes out of total number of cilia (marked by ARL13b) that colocalize with GLl3 in E9.25 (21–23 S) (*n* = 3), E9.75 (26-28 S) center limb buds (*n* = 6) and E10.5 (35 S) anterior and posterior limbs (*n* = 3). Error bars indicate SEM. Unpaired, two-sided t-tests were performed. E9.25 (21–23 S) vs E9.75 (26–28 S), *p* = 0.0043; E9.75 (26–28 S) vs E10.5 (35 S) anterior, *p* = 0.00025; E9.25 (21–23 S) vs E10.5 (35 S) anterior, *p* = 0.048; E9.25 (21–23 S) vs E10.5 (35 S) posterior, *p* = 0.134; E9.75 (26–28 S) vs E10.5 (35 S) posterior, *p* = 0.00061. **l**, **m** Representative images of GLI3^FLAG^ ciliary distribution in E9.25 **l** and E9.75 **m** limb buds acquired on a Zeiss LSM 710 Confocal visualized using maximal intensity projections with pseudo-coloring for merged images. For E9.25, *n* = 3 and for E9.75 *n* = 6 biological replicates on individual embryos. For each replicate, ~75 cilia were analyzed and quantified. **n** Schematic depicting the temporal shift in GLl3 ciliary localization. Orange shading in all tracks indicates HH-responsive GBRs defined in Supplementary Fig. 1e. Scale bars for ATAC-seq tracks =1 kb. Scale bars for panel **l** = 0.5 µm. Source data are provided as a Source Data file.

### GLI3 ciliary changes coincide with onset of GLI repression

Prior to entering the nucleus, GLI proteins traffic through the primary cilium and are subsequently modified into their truncated repressor form. As GLI3 repression does not initiate until after the induction of HH signaling, we asked if there was a change in the ciliary trafficking of GLI proteins that could signify changes in the processing of GLI-R. In pre-HH (E9.25, 21–23 S) limb buds, endogenous GLI3^FLAG^ was localized to ~80% of cilia (Supplementary Fig. 5a, b, e). There were similarly high trends in GLI3, as well as GLI2, ciliary co-localization in pre-HH WT and *Shh*^*−/−*^ limb buds, where they were primarily localized to the ciliary tip (Supplementary Fig. 5a–e). This indicates that this enrichment is not due to undetectable levels of SHH that might still promote GLI activation and, as GLI-R is not localized to the cilia^43^, it suggests that pre-HH ciliary localization is enriched with full-length, unprocessed GLI protein (Supplementary Fig. 5a–e)^43,44^. We then examined GLI ciliary localization shortly after the onset of HH signaling, but prior to GLI repression being fully established at E9.75 (26–28 S). Here, GLI3 ciliary localization remained at comparable levels to E9.25 limbs, as well as in anterior and posterior E10.5 (32–35 S) limbs, after GLI repression is established (Supplementary Fig. 5f). Interestingly, E9.75 (26–28 S) limb buds had a significant redistribution of GLI3 within the cilia. While at E9.25 (21–23 S) and E10.5 (32–25 S), most GLI3 was localized to the ciliary tip alone with ~20–40% having signal along the ciliary axoneme, at E9.75 (26–28 S), 74% of cilia had GLI3 signal along the ciliary axoneme with a corresponding reduction in the percentage of cilia with tip restricted GLI3 (Fig. 5k, l; Supplementary Fig. 5g). This increase in ciliary axoneme distribution is suggestive of an increase in the rate of GLI ciliary trafficking, which occurs at a time just prior to when we observe initial GLI-dependent chromatin compaction and the onset of GLI repression. Overall, this data is consistent with the possibility that there may be a ‘steady state’ of low to moderate levels of GLI3 ciliary trafficking, with a spike in the rate of trafficking coinciding with the requirement for GLI3 repression to become established during limb development shortly after the induction of HH signaling.

### GLI3 is unlikely to co-regulate HAND2 targets in early limbs

*Hand2* is one of the best characterized GLI3 repression targets in the limb bud, however in opposition to this, HAND2 and GLI3 have recently been shown to physically interact and synergistically activate targets in developing facial structures^45^. Similar to their co-occurrence in craniofacial tissue^45^, they are co-expressed throughout the pre-HH limb, prior to HAND2 and GLI3 segregating into distinct domains post-HH signaling^14^. Instead of being responsible for repressing targets prior to HH signaling, we questioned whether GLI3 might initially co-activate targets with HAND2, in a manner similar to that in facial tissue. Interestingly, while GLI3 bound to HAND2 binding regions both pre- and post-HH signaling near many genes (Supplementary Fig. 6a), other genes, including posteriorly expressed *Tbx2* and *Tbx3*, were specifically bound by GLI3 at HAND2 binding regions in pre-HH but not post-HH limb buds (Supplementary Fig. 6b, light blue shading, Supplementary Fig. 8b). To determine whether GLI3 and HAND2 might initially co-activate targets specifically in the early limb, we identified 310 previously characterized HAND2 limb binding sites^14^ that are bound by GLI3 pre-HH at E9.25, but not at E10.5 (Supplementary Fig. 6b, c). We analyzed published HAND2 and GLI3 motifs^10,45^ in ATAC-seq footprints to identify the co-occurrence of these factors in the early limb compared to post-HH *Shh*^*−/−*^ limbs, which have active GLI repression and would not be expected to have HAND2 and GLI3 co-regulation. Inconsistent with E9.25 specific co-regulation of HAND2 and GLI3, there was no difference in HAND2 motif enrichment in ATAC footprints between pre-HH WT and post-HH *Shh*^*−/−*^ (Supplementary Fig. 6c–e, Fisher’s extract test *p*-value = 0.14). It is possible that other factors could be present at some ATAC-seq footprints in *Shh*^*−/−*^ limbs overlapping HAND2 motif regions, thus masking our ability to detect a loss of HAND2 footprints. We also note that *Tbx2* and *Tbx3* are not reduced in pre-HH *Gli3*^*−/−*^ limb buds as would be expected if GLI3 had a significant role in co-activating these HAND2 target genes (Supplementary Data 3). 

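*Tbx2* (ENSMUSG00000000093.6, chromosome 11, 85832551 to 85841948) was at 3.4 ± 0.4 (SD, n = 3) in E9.25 WT and 3.93 ± 0.29 (SD, n = 4) in E9.25 *Gli3*-/- limbs, a log2 fold change of 0.52 (standard error 0.24, limma adjusted p = 0.227), or 0.30 relative to the median gene. *Tbx3* (ENSMUSG00000018604.18, chromosome 5, 119670669 to 119684724) was at 4.76 ± 0.68 and 5.52 ± 0.34, a log2 fold change of 0.75 (standard error 0.29, limma adjusted p = 0.217), or 0.53 relative to the median gene. *Tbx3* overlaps *Tbx3os1* on the other strand. Neither gene was lower in *Gli3*-/- than in WT limbs at E9.25 in any of the settings run, the fits that each left out 1 library included. The lowest log2 fold change across them was 0.24 for *Tbx2* and 0.38 for *Tbx3*. At E10.5, *Tbx2* fell from 3.84 ± 0.47 (SD, n = 4) in WT to 2.25 ± 0.39 (SD, n = 3) in *Gli3*-/- limbs, a log2 fold change of −1.59 (standard error 0.26, limma adjusted p = 0.00998). Its effect differed between the stages by −2.12 (standard error 0.38, limma adjusted p = 0.00924 for the interaction). The interaction passed in 10 of 11 alternative fits, and did not pass with the replicate numbers of the titles as a block (limma adjusted p = 0.0666). At E10.5 *Tbx2* did not pass without the filter on low TPM (adjusted p = 0.0604, of a range of 0.00106 to 0.112 over the other settings) or with that block (0.112).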

While we cannot rule out the possibility of GLI3-HAND2 co-regulation at specific enhancers, we do not believe this to be a broad mechanism for initial regulation of GLI target genes.

## Discussion

GLI repressors have been proposed to play a significant role in ‘pre-patterning’ the anterior-posterior limb bud prior to the onset of HH signaling^8,9,14,16,17,29,46,47^. Unexpectedly, we find that GLI3 does not act as a transcriptional repressor in the early limb bud before the onset of HH signaling. Although the GLI3-R isoform is produced at comparable levels and binds to chromatin, it does not mediate deacetylation of H3K27ac or chromatin compaction at enhancers, as it does after HH signaling^10^. Moreover, there is little to no upregulated gene expression in early *Gli3*^*−/−*^ limb buds. 

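The genotypes were also compared gene by gene without a threshold. Without regard to adjusted p, the replicates of the 2 genotypes did not overlap for 1968 of the genes tested at E9.25 (13.3%) and for 3028 of those tested at E10.5 (19.3%), where chance gives 5.71%. With median-of-ratios size factors, a scaling of this count chosen after seeing the data, which leaves the median gene near 0, these shares were 13.0% and 20.6%. Genes are not independent, so that an excess over chance does not count changed genes. Genes upregulated by at least 1 log2 numbered 16 at E9.25 and 60 at E10.5. On data simulated with the spread of the E9.25 libraries, limma passed 70 of 100 genes with a log2 change of 1 and 95 of 100 with a log2 change of 2. With the spread of the E10.5 libraries it passed 92 and 99. The Benjamini-Hochberg cutoff depends on how many genes change, and the simulated data held 100 changed genes of each size. The changed genes were drawn from those with a mean log2(TPM + 1) of at least 2, and the noise was independent between genes. These shares therefore do not tell how many real changes of that size would pass. Among the HH target genes at E9.25, *Ptch1*, *Osr1* and *Hsd11b2* passed, while *Cdk6*, with a log2 fold change of 1.302, did not (limma adjusted p = 0.217).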

The lack of GLI repressor activity prior to the onset of HH signaling is inconsistent with the current pre-patterning model, instead it suggests that the repressive patterning activities of GLI3 in the limb bud are initiated concurrently with, or after, the initiation of HH signaling (Fig. 6). More broadly, these findings indicate that GLI repression is not a default state prior to the onset of HH signaling and that its activation is instead likely to be context dependent (Fig. 6c).

**Fig. 6:**
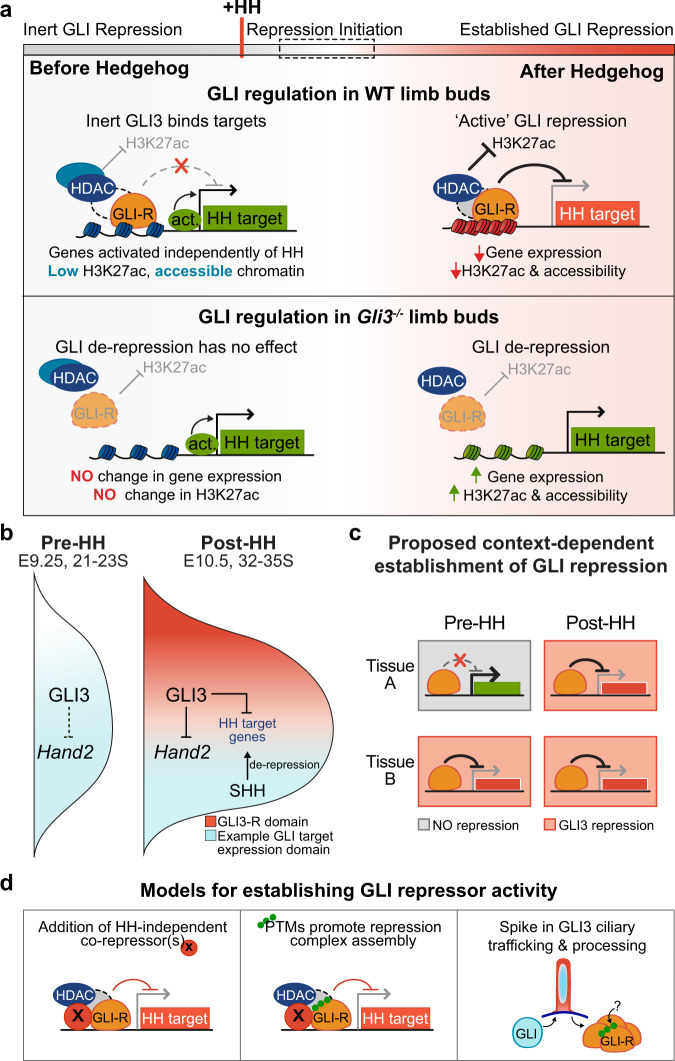
Model for establishing GLl3 repression. **a** Model for lack of GLl3 repression prior to HH signaling. In pre-HH limb buds, many target genes are already activated by HH-independent factors. While GLl3 binds to most targets, it is inert as it is unable to regulate deposition of H3K27ac at enhancers or chromatin accessibility. After HH induction when ‘active’ GLl3 repression has been established, GLl3 prevents addition of H3K27ac at enhancers to spatially restrict expression of its target genes and pattern the limb. **b** Schematic of GLl3 spatial regulation of target genes. In pre-HH limb buds, GLl3 does not repress targets such as *Hand2*, which is expressed in an expanded anterior domain. In contrast, GLl3 restricts expression of targets to the posterior limb bud where HH signaling is active in post-HH limbs. **c** Schematic for GLI repression being established in a context-dependent manner. **d** Possible models for initiating GLl3 repressor activity. Left: HH-independent co-repressor(s), which may not be abundant in early limb development collaborate with GLl3 to assemble a complete repression complex. Middle: Addition of post-translational modifications (PTMs), potentially added via ciliary trafficking and processing, promote assembly of, or stabilize, a GLI repression complex. Right: A spike in ciliary GLl3 processing, as reflected by increased axonemal colocalization, increases the amount of viable GLl3 repressor, potentially through addition of PTMs as suggested above.

### GLI3-R is transcriptionally inert in early limb buds

The absence of GLI repression in the early limb bud could be caused by inert GLI-R isoforms or by target genes that are not yet competent for GLI repression (Fig. 4i, j). Our results are consistent with the co-occurrence of both of these mechanisms. GLI3 does not bind to almost a third of all HH-responsive GBRs that will be bound at E10.5, and most unbound regions having not yet acquired a poised conformation (Fig. 1; Supplementary Fig. 1g, h; Supplementary Fig. 7a, b). In this case, pioneer factors may be required to prime this subset of GBRs before GLI3 can regulate them, as has been proposed for SOX2’s role in activating GLI neural enhancers^48,49^. Although GLI3 itself could act as a pioneer factor, we do not favor this possibility. First, while many regions that lack GLI3 binding also lack poised enhancer modifications, some regions remain accessible and poised, but are not yet bound by GLI3 at E9.25 (Fig. 1f–i). This suggests that GLI3 binds preferentially to enhancers that are already poised, rather than playing a role in promoting deposition of these poised modifications. Additionally, while chromatin compaction of GBRs is GLI3-dependent, initially gaining accessibility is not, as we find that in E10.5 *Shh*^*−/−*^*;Gli3*^*−/−*^ limbs, the chromatin is accessible, similar to E10.5 posterior WT controls (Fig. 5).

The presence of the polycomb repressive mark, H3K27me3, at the promoters of many predicted HH target genes, provides an additional mechanism of GLI3-independent repression, as it is highly enriched at many promoters in E9.25 limbs, but is greatly reduced or absent from post-HH limb buds (Fig. 4f–j; Supplementary Fig. 4). Notably, GLI3 de-repression is unlikely to mediate this reduction, as many of these genes also lack H3K27me3 in E10.5 *Shh*^*−/−*^ limb buds^10^. This suggests that removal of H3K27me3 is largely independent of HH signaling and GLI3 regulation, despite reports demonstrating that H3K27me3 enrichment at some HH targets is resolved in a HH-dependent manner (Fig. 4f–j, Supplementary Fig. 4)^50^. The H3K27me3 clearing at these genes is most likely mediated by the loss of unknown, GLI-independent transcriptional repressors as has been proposed within the developing brain^51^.

Unlike the previous examples, the class of genes that are bound by GLI3 and not enriched for H3K27me3 are more likely to be competent for GLI repression in pre-HH limb buds (Fig. 4j). However, these genes are also not upregulated in *Gli3*^*−/−*^ limb buds (Fig. 4b, d), suggesting an absence of GLI3 repressor function at this stage. 

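Supplementary Data 4 lists 26 predicted HH target genes without H3K27me3 at E9.25, more than the share in the paper's text would leave. These genes were not selected for GLI3 binding at E9.25, which the paper's class also requires. All 26 were tested at E9.25, and their median log2 fold change with loss of *Gli3* was 0.25, or 0.02 above the median gene (exact permutation test, p = 0.2, unchanged by adjustment over 4 gene set tests). The changes ranged from −0.34 to 1.05, and 15 of the 26 were above the median gene. None of the 26 passed an adjusted p of 0.05 in limma, with adjustment over all tested genes or over the 26 alone, and at an unadjusted p under 0.05, 5 were higher and 1 was lower. The median effect was between 0.20 and 0.37 with each library left out in turn, 0.03 with median-of-ratios size factors and 0.30 within same-numbered pairs of libraries (mean r of their deviations −0.18). At E10.5, 8 of the same 26 genes were upregulated in *Gli3*-/- limbs.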

Several additional lines of evidence support this suggestion. First, *Hand2* is broadly expressed in the anterior domain of pre-HH limb buds where there is co-localization with GLI3-R that persists through E9.5^14^ (Fig. 4d, e). Second, H3K27ac levels at HH-responsive GBRs do not increase in pre-HH *Gli3*^*−/−*^ limb buds (Fig. 3) as they do in post-HH *Gli3*^*−/−*^ limb buds, even at genes that appear competent for GLI-repression^10^ (Figs. 3b, e; 4j). Third, while most HH-responsive enhancers have lower H3K27ac enrichment in pre-HH limb buds than in post-HH limb buds (Fig. 2b, c), exceptional enhancers with higher levels of H3K27ac do not further increase acetylation levels in *Gli3*^*−/−*^ limb buds, excluding the possibility that lack of increased H3K27ac levels are due to lack of a HH-independent activator (Supplementary Fig. 2b–d). Finally, HH-responsive GBRs are broadly accessible at pre-HH stages and up until ~10 h after the time of HH induction, in contrast to the loss of accessibility seen under conditions of maximal GLI repression in post-HH E10.5 limbs (Fig. 5).

We predict that HH-independent mechanisms may be required to activate them prior to GLI3 repression becoming established. 

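The expression of the 74 predicted HH target genes in WT limbs was counted with the level of 0.5 log2(TPM + 1) that Supplementary Fig. 3d draws. In E9.25 WT limbs, 69 of the 74 (93.2%) had a mean above it over 3 replicates, and in anterior E10.5 WT limbs all 74 did. The 5 genes at or under it at E9.25 were *Hoxd12* (0.04), *Hhip* (0.19), *Foxd2* (0.31), *Gli1* (0.45) and *Rtn4rl1* (0.46), of which *Hhip*, *Foxd2* and *Rtn4rl1* were named after their values were seen. The median level was 3.24 at E9.25 and 3.97 at E10.5. With a mean TPM of at least 5 required, 45 of the 74 were expressed at E9.25. With each WT library left out in turn the count was 67 to 69.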

Most genes that are regulated by GLI3 in the post-HH limb are already expressed in E9.25 limb buds (Supplementary Fig. 3d), suggesting that genes might have to become activated prior to GLI3 repressing them.

### Mechanisms for establishing GLI-repressor activity

One mechanism for regulating repressor activity is the variable expression of required co-factors as exemplified by the Brinker repressor^52^. Consistent with this scenario, the genes encoding several co-repressors implicated with GLI repression in various contexts, including *Ski*, *Smarcc1* and *Atrophin1*^53–55^ are significantly downregulated prior to HH induction compared to at E10.5 (Supplementary Data 3). Conversely, a protein enriched in early limb buds could inhibit GLI3 repressor activity, as has been shown for HOXD12 in post-HH limb buds^56^. 

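*Ski* (ENSMUSG00000029050.15, chromosome 4, 155154075 to 155222592) was at 4.97 ± 0.40 (SD, n = 3) in E9.25 and 5.28 ± 0.15 (SD, n = 4) in anterior E10.5 WT limbs. Its log2 fold change, E10.5 against E9.25, was 0.31 (standard error 0.18, limma adjusted p = 0.179), or −0.03 relative to the median gene. With median-of-ratios size factors its sign changed (−0.04). *Smarcc1* (ENSMUSG00000032481.16, chromosome 9, 110117708 to 110240178), which overlaps *Dhx30* on the other strand, was at 7.13 ± 0.56 and 7.81 ± 0.14, a log2 fold change of 0.68 (standard error 0.22, limma adjusted p = 0.0347), or 0.34 relative to the median gene. It did not pass with median-of-ratios size factors, where the log2 fold change was 0.31, without the filter on low TPM, or in 3 of the 7 fits that each left out 1 library. With each library's trend over gene span removed, chosen after seeing the data, the log2 fold change of *Smarcc1* was 0.12 and did not pass. *Ski* passed only without E9.25 WT replicate 1. *Atn1* (ENSMUSG00000004263.15, chromosome 6, 124742544 to 124756524), which encodes Atrophin1, was at 4.38 ± 0.58 and 5.64 ± 0.19, a log2 fold change of 1.253 (standard error 0.24, limma adjusted p = 0.00425), or 0.92 relative to the median gene. The library labelled E9.25 WT replicate 2 was the lowest for *Atn1* at E9.25, at 3.74. With each library left out in turn, the log2 fold change ranged from 0.11 to 0.51 for *Ski*, from 0.36 to 0.89 for *Smarcc1* and from 0.93 to 1.49 for *Atn1*.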

Although HDACs are enriched at GBRs in both pre- and post-HH limb buds (Fig. 2e, g), the lack of increased H3K27ac enrichment in *Gli3*^*−/−*^ limb buds suggests that they are either inactive or not regulated by GLI3. Interestingly, both HDAC1 and HDAC2 initially co-localize at many GBRs at E9.25, while in post-HH limb buds, most remain bound by HDAC1 but lose HDAC2 enrichment. In other contexts, HDAC2 is required to recruit, but not maintain HDAC1 at some enhancers^57^, and a similar mechanism could enable the assembly of an HDAC1-containing GLI repression complex. As HDACs require co-repressor complexes to guide them to their substrates^58^, the absence of a functional GLI3 co-repressor might prevent HDACs from properly regulating GLI3 enhancers in the early limb. Alternatively, rather than missing a co-repressor, it is possible that GLI3-R lacks additional, uncharacterized post-translational modifications required for its activity, or to functionally interact with its repression complex (Fig. 6d).

### Temporal onset of GLI transcriptional repression

GLI-dependent restriction of chromatin accessibility can first be detected by ATAC-seq at 28–30 S when a few HH-responsive GBRs have significantly reduced accessibility in *Shh*^*−/−*^ limb buds. However, most regions are actually more accessible than in E10.5 *Shh*^*−/−*^, suggesting that GLI-mediated compaction is not widespread at this time (Fig. 5). Focusing on *Hand2* as a likely direct target of GLI3 repression^9,14,15^, there is no reduction in chromatin accessibility at this locus in E10 *Shh*^*−/−*^ limbs as is seen at E10.5 (Fig. 5a). However, GLI3 transcriptional repression of *Hand2* is likely to commence around 26 S (Fig. 4e)^14^, a timepoint coinciding with the activation of *Shh* expression in the limb bud (Fig. 1a, b; Supplementary Fig. 1a, b)^18,20^. The lack of detectable reductions in chromatin accessibility at this time indicate that GLI-dependent compaction likely occurs as a later step in GLI3-mediated repression.

The onset of GLI transcriptional repression is accompanied by a re-distribution of ciliary GLI3 into the axoneme, suggestive of a possible increase in GLI3 trafficking that coincides with the time when GLI3 starts to functionally repress target genes. We propose that increased GLI3 trafficking is facilitated by developmental changes to unknown ciliary processing components that regulate GLI3-R activity (Fig. 6d). Since there are comparable levels of GLI3-R protein present within the pre- and post-HH limb buds (Fig. 1c), this regulation seems most likely to affect an unknown post-translational modification of GLI3-R rather than the processing of GLI3-FL into truncated GLI3-R (Fig. 6d). If this is the case, then the activation of GLI repression is dependent on the status of the cilia and GLI transcriptional repression may be dynamically regulated in different developmental contexts. Consistent with this notion, GPR161 has recently been shown to repress HH signaling by regulation of GLI-R processing, through both ciliary and extraciliary mechanisms in a tissue-specific manner^59^.

### GLI2 is unlikely to serve as a repressor in the absence of GLI3

One possible explanation for the lack of GLI3 repressor activity is functional redundancy with other GLI proteins. 

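*Gli1* (ENSMUSG00000025407.6, chromosome 10, 127329889 to 127341589) was at 0.45 ± 0.13 log2(TPM + 1) (SD, n = 3) in E9.25 WT limbs and at 2.69 ± 0.55 (SD, n = 4) in anterior E10.5 WT limbs. The log2 fold change was 2.23 (standard error 0.28, limma adjusted p = 0.00064), or 1.89 relative to the median gene. In E9.25 *Gli3*-/- limbs *Gli1* was at 0.96, 0.99, 1.63 and 0.98 in replicates 1 to 4, of which replicate 3 stands apart, and it was below the filter for a test of genotype at E9.25. *Gli1* overlaps *Arhgap9* on the other strand. *Gli2* (ENSMUSG00000048402.14, chromosome 1, 118834132 to 119053619) was at 3.81 ± 0.60 (SD, n = 3) in E9.25 WT and 4.54 ± 0.23 (SD, n = 4) in E10.5 WT limbs. This difference of 0.73 had a limma adjusted p of 0.0462 (standard error 0.26), was 0.39 relative to the median gene, and did not pass in 5 of the 7 fits that each left out 1 library. Without the library labelled E9.25 WT replicate 2 it was 0.41. It passed in 3 of 11 alternative fits, and not with median-of-ratios size factors (0.39, limma adjusted p = 0.147). With each library's trend over gene span removed, chosen after seeing the data, it was 0.11 and did not pass. With loss of *Gli3*, *Gli2* was at 4.64 ± 0.36 (SD, n = 4) at E9.25, a log2 fold change of 0.82 (standard error 0.29, limma adjusted p = 0.217), or 0.60 relative to the median gene.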

While *Gli1* is not expressed in pre-HH limb buds (Fig. 1b, Supplementary Fig. 1a, b), GLI2 is present (Supplementary Fig. 5c, e). GLI2 acts as a transcriptional activator in most embryonic tissues^4,60–63^ but in certain contexts has weak repressor properties^4,60,64–66^. Loss of both GLI2/3 in *Gli2*^*−/−*^*;Gli3*^*−/−*^ limbs do not further alter digit patterning in *Gli3*^*−/−*^ limbs^67^, suggesting that GLI2 repression does not regulate limb patterning. Similarly, there is no evidence for GLI2-R compensating for GLI3-R in *Shh;Gli3* double mutants, either on the gene or enhancer level post-HH signaling^7–10^. Overall, this indicates that GLI2-R does not regulate post-HH limb patterning though it does not rule out a scenario where transient GLI2-R might initially be redundant with GLI3-R in pre-HH limb buds. However, we think this is unlikely for two reasons. First, in pre-HH WT limb buds, the GLI3-R target *Hand2* is initially co-expressed with *Gli3* throughout the entire limb bud before becoming posteriorly restricted by GLI3 in later limb development^14^ (Fig. 4e; Supplementary Fig. 3e). In these WT pre-HH limbs, GLI2-R does not function to prematurely repress *Hand2*, one of the signature repression targets of GLI3. Second, GLI3-dependent reduction in chromatin accessibility at HH-responsive GBRs is a hallmark of GLI repression^10^ (Fig. 5a). However, there is no chromatin compaction in pre-HH WT limb buds or in *Shh*^*−/−*^ limb buds (with constitutive GLI2 and GLI3 repression), until nearly 12 h after HH signaling would have normally been activated (E10.0, 28–30 S) (Fig. 5a–j).

### A model for establishing GLI3-mediated repression

Our findings provide genetic and genomic evidence that GLI3-R is inert prior to HH induction in the limb bud. As GLI3-dependent chromatin compaction is established in E10.5 (35 S), but not E10 (28–30 S) *Shh*^*−/−*^ limb buds, it also suggests that GLI repression is likely established temporally during limb development through HH-independent mechanisms. Rather than preventing initial expression of HH targets, most genes repressed by GLI3 in later limb development are initially expressed in pre-HH limb buds (Supplementary Fig. 3d; Supplementary Data 3). 

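Of the 288 genes upregulated in anterior E10.5 *Gli3*-/- limbs, 261 (90.6%) had a mean above 0.5 log2(TPM + 1) in E9.25 WT limbs (n = 3). Among all genes tested at E10.5, 95.3% did. With a mean TPM of at least 5 required, 197 of the 288 (68.4%) were expressed at E9.25, and the count at 0.5 was 258 to 263 with each E9.25 WT library left out in turn.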

Once repression is later established through unknown mechanisms, GLI3 functions to restrict target gene expression to the posterior limb (Fig. 6b, d). More broadly, this work indicates that GLI repression is not a default state and instead must be acquired in a context-dependent fashion. Since we have demonstrated that GLI repression is established independently of HH, tissue-specific factors may play a role in initiating GLI repression. Thus, repression may be established at different times, in relation to HH activation, depending on the tissue type (Fig. 6c). This work has major implications for our understanding of the pathway itself, specifically how GLI repression might be regulated in context-dependent mechanisms and whether genes and enhancers must gain competency to be regulated by HH signaling.

## Methods

### Mouse Strains and Embryonic manipulations

Experiments involving mice were approved by the Institutional Animal Care and Use Committee at the University of Texas at Austin (protocol AUP-2019-00233). The *Gli3*^*Xt-J*^ (Jackson Cat# 000026) and *Shh*^*tm1amc*^ null (Jackson Cat# 003318) alleles^68,69^ were maintained on a Swiss Webster background. The *Gli3*^*3XFLAG*^ allele, with an N-terminal 3XFLAG-epitope^26,70^, was maintained on a mixed background. Mice were housed in a facility with 12 h light/12 h dark cycles and temperatures of 65-75 °F (~18–23 °C) with 40–60% humidity. For all genomic experiments, with the exception of *Shh*^*−/−*^*;Gli3*^*−/−*^ ATAC samples which had to be individually genotypes, fresh E9.25 (21–23 S) and E10.5 (32–35 S) forelimb buds were pooled from multiple litters of the specified genotype. For ATAC-seq experiments with WT forelimbs (28–30 S; 35 S), and *Shh*^*−/−*^ forelimbs (28-30 S; 35 S), posterior halves of forelimbs from 2 to 3 embryos were dissected and pooled prior to cell dissociation. For RNA-seq, E9.25 whole forelimbs or E10.5 anterior halves of WT and *Gli3*^*−/−*^ forelimbs were pooled from 3 to 4 embryos and dissociated in TRIzol (Invitrogen Cat# 15596026). Purified RNA was library prepped using NEBNext Ultra II RNA library Prep Kit for Illumina (NEB Cat# E7775) and sequenced with an average of 60 million reads/sample; 3–4 biological replicates were used for each stage and genotype.

### In situ hybridization

Conventional in situ hybridization done as previously described^7^. Briefly embryos were fixed for 16 h at 4 °C in 4%PFA/PBS and rehydrated through methanol/NaCl washes. Embryos were treated with proteinase K (10 μg/ml) for ~15 min, post-fixed, and prehybridized at 70 °C for 1 h before being hybridized with 500 ng/ml digoxigenin-labeled riboprobes at 70 °C overnight. Samples were then incubated with RNase A, washed, blocked and incubated with a 1:5000 dilution of anti-digoxigenin antibody conjugated with alkaline phosphatase (AP) (Roche) overnight at 4 °C. Extensive washing in 1XMBST was followed by incubation in NTMT prior to signal visualized with BM purple. Fluorescent in situ hybridization was performed using HCR v3.0 Molecular Instruments reagents and was performed according to manufacturer’s protocol^71^ except that probes were incubated overnight with a concentration of 16 nM. Embryos were embedded in Ultralow gelling temperature agarose (Sigma A5030), cleared in Ce3D + +^72^ and visualized on a Zeiss LSM 710 confocal microscope and are shown as maximal intensity z-stack projections.

### Immunofluorescence

For M2 FLAG ciliary staining, freshly dissected, unfixed embryos were sucrose protected (30% sucrose) at RT and embedded in OCT. 12 μm cryosections were immediately fixed in 100% methanol for 3 min at −18 °C. For GLI2 ciliary staining, embryos were fixed with 4% PFA/PBS at RT for 1 h, prior to sucrose protection and embedding. Sections were permeabilized in 0.1% PBST at RT for 15 min. then blocked in 3% BSA (Fisher Scientific; BP1600-100), 5% Normal Goat Serum (Jackson Immunoresearch #005-000-121) in 0.1% PBST for 1 h. at RT. Primary antibodies were incubated in blocking solution overnight at 4 °C at 1:500 dilutions: M2 FLAG (Sigma-Aldrich; F3165), Arl13b (Proteintech; 17711-1-AP), GLI2 (a gift from Jonathon Eggenschwiler), Gamma tubulin (Sigma #T6557). Secondary antibodies were incubated in block at 1:500 dilutions at RT for 1 h: goat anti-mouse Alexa568 (Thermo Fisher Scientific; A-11004), goat anti-rabbit Alexa488 (Thermo Fisher Scientific; A-11034) and donkey anti-guinea pig Alexa594 (Jackson ImmunoResearch 706-585-148). After washes, sections were then stained with 1:5,000 DAPI in PBS for 8 min at room temperature prior to being coverslip mounted with Prolong Gold mounting media (Invitrogen #P36930). Images were taken with a Zeiss LSM 710 Laser Confocal at 63x. Images were quantified using Zen Blue Lite software to notate category designations. Cilium length measurements were made in FIJI (Image J) normalized to a Zeiss scale bar graphic.

### Western Blots

Western blots were blocked in 5% milk for 30 min., then incubated with primary antibodies for 1 h at room temperature in 3% milk: 1:4000 M2 Flag (Sigma #F3165) and 1:2000 B-actin (Cell Signaling #8457). Secondary antibodies were incubated for 1 h at room temperature in 3% milk: 1:5000 Donkey anti-mouse (Jackson #715-035-150), Donkey anti-rabbit (Jackson #711-005-0152). Blots were developed using Amersham ECL Prime (GE Healthcare #GERPN2232).

### Chromatin Immunoprecipitation

ChIP-Seq was performed on whole E9.25 (21-23 S) forelimbs pooled from 30-40 embryos as previously described^15^ with the following modifications. Cells were dissociated with 100μg/ml Liberase (Roche 05401119001) and fixed for 15 min in 1% formaldehyde. After cell lysis, chromatin was sheared in buffer containing 0.25% SDS with a Covaris S2 focused ultrasonicator. Antibodies used for ChIP experiments include H3K27ac (3μg/reaction; Abcam #ab4729) and H3K4me2 (3μg/reaction; Millipore #07-030). Libraries were generated using the NEBNext Ultra II library preparation kit with 15 cycles of PCR amplification (NEB E7645) and sequenced to a depth of >40 million reads per sample, using two biological replicates. Peaks were called using CisGenome version 2.1.0^73^. The read numbers were adjusted by library size and log2 transformed after adding a pseudo-count of 1. The differential analyses were performed using Limma version 3.14^74^; peaks with an FDR < 0.05 were considered to have differential enrichment.

### ATAC-Seq

WT E9.25 (21-23 S) forelimbs or posterior forelimbs from E10 (28–30 S) or E10.5 (35 S) forelimbs were dissected and pooled from WT embryos (*n* = 3, *n* = 3). Posterior forelimbs from E10 (28–30 S) or E10.5 (35 S) were pooled from *Shh*^*−/−*^ embryos (*n* = 3, *n* = 3). ATAC used components from the Nextera DNA Library Preparation Kit (Illumina) as described previously^75^ with the following variations. Limb buds were dissociated in 100μg/ml Liberase (Roche 05401119001) and lysed for 10 min. at 4 °C, rotating, in a nuclear permeabilization buffer (5% BSA, 0.2% NP-40, 1 mM DTT in Ca + /Mg+ free PBS + protease inhibitor) and then centrifuged for 10 min. at 300 g, 4 C. Nuclei were resuspended, counted using Trypan Blue, and 30,000 nuclei from each WT and *Shh*^*−/−*^ sample were put into each transposase reaction. The transposase reaction (30 µL volume) was carried out for 1 h at 37 °C with gentle agitation. Libraries were generated using 11 cycles of PCR amplification with NEB high fidelity 2x master mix (New England Biolabs), cleaned up with SparQ PureMag beads (QuantaBio) and sequenced on an Illumina NovaSeq using PE150 or SR100 to a depth of at least 40 million reads. Peaks were called using MACS2 with a fixed window size of 200 bp and a q-value cutoff of 0.05. Read counts from the peak regions were obtained and differential analysis was performed using DESeq2^76^. Peaks with FDR < 0.05 in the differential test were considered to have significant chromatin accessibility difference.

Footprinting analysis was performed using HINT^77^ based on the ATAC-seq data. After obtaining the DNA footprints, GLI3 and HAND2 motifs were mapped to the footprints which overlap with regions that have pre-HH only GLI3 binding, E10.5 HAND2 binding, and E9.25 H3K27ac signals (Supplementary Fig. 6C) using CisGenome version 2.1.0^73^. Motif enrichment (Supplementary Fig. 6E) is calculated as the ratio between the percentage of footprints containing the motif in the E9.25 WT samples and that in the E10.5 *Shh*^*−/−*^ samples. Fisher’s extract test is applied to test if the motif enrichment is different between E9.25 WT and E10.5 *Shh*^*−/−*^ (GLI3 *p*-value = 0.87, HAND2 *p*-value = 0.14).

### CUT&Tag

Experiments were performed as described previously^39^ with the following modifications. 100,000 cells from E9.25 (21–23 S) forelimbs were dissociated, bound to Concanavalin beads and incubated overnight at 4 °C on a nutator with primary antibodies. Antibodies were used at the following concentrations: 1 μg/mL of H3K4me1 (Abcam #ab8895) and 5 μg/mL of H3K27me3 (abcam #ab195477). The following day, samples were incubated at room temperature for 30 min. with secondary antibody, 1:100 Donkey anti-rabbit (Jackson ImmunoResearch #711-005-152). CUT&Tag transposases used were gifted from the Henikoff lab and EpiCyphr (now commercially available). Libraries were generated using NEB high fidelity 2x master mix with 14 PCR cycles and cleaned up to remove adapters using SparQ PureMag beads (QuantaBio). Samples were sequenced on an Illumina NextSeq 500 instrument using PEx75 to a depth of depth of 3–5 million reads. Peaks were called using SEACR^78^.

### CUT&RUN

Experiments were performed according to EpiCypher’s CUTANA CUT&RUN protocol (EpiCypher #15-1016) with the following modifications. 200,000–300,000 cells from E9.25 (21–23 S) forelimbs and anterior E10.5 (32–35 S) forelimbs were incubated overnight at 4 °C on a nutator with 1:250 FLAG primary antibody (Sigma #F3165), 1:100 HDAC1 (Abcam ab7028) or 1:200 HDAC2 (Abcam ab7029). The following day, samples were incubated at room temperature for 30 min. with secondary antibody, 1:100 Donkey anti-mouse (Jackson ImmunoResearch #715-035-150) or Donkey anti-rabbit (Jackson ImmunoResearch #711-005-152), followed by three washes in Digitonin wash buffer. CUTANA pAG-MNase was then incubated with samples for 10 min at room temperature and then the MNase reaction was performed for 2 h at 4 °C on a nutator. Libraries were generated using NEBNext Ultra II DNA Library Prep Kit with 14 PCR cycles and cleaned up to remove adapters using AMPure XP beads (Beckman Coulter) or SparQ PureMag beads (QuantaBio). Samples were sequenced on an Illumina NextSeq 500 instrument using PEx75 to a depth of depth of 3–5 million reads. Peaks were called using MACS^79^.

### RNA-seq

Single limb pairs were collected, saved in TRIzol and later pooled (~4 limb bud pairs/replicate) for each developmental stage, E9.25 (21–23 s) and E10.5 (33–35 S). After RNA extraction, libraries were prepped with NEBNext Ultra II RNA Library Prep Kit. Samples were sequenced on a NovaSeq S1, SR100, with a minimum of 40 million reads/sample. Reads were aligned with HISAT2 and DESeq2 was used for DEG analysis.

### Intron retention rates

The formula (1-N)/M was used to calculate the intron retention rate for each gene, where *N* = the number of reads overlapping with any of the gene’s exons and M = the number of reads overlapping with the body of the gene. Limma version 3.14^74^ was used to identify differential intron retention rate between E9.25 and E10.5 *Gli3*^*−/−*^ limbs, FDR cutoff< 0.05.

### Identification of GLI target genes

To identify GLI target genes, we developed a weighted system which incorporated HH-responsive GBRs, poised chromatin modifications, active promoter marks and genes identified as being significantly downregulated in E10.5 *Shh*^*−/−*^ RNA-seq compared to WT limb buds^7^ (FDR = 0.05; WT/*Shh*^*−/−*^ FC < 0) (GSE58222 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE58645]). HH-responsive GBRs were intersected with poised enhancer modifications from H3K4me1 ChIP-seq (GSE86690), H3K4me2 ChIP-seq and E10.5 ATAC-seq datasets^10^ (GSE108880) from E10.5 WT limb buds. HH-responsive GBRs enriched for poised enhancers modifications, and thus increasing the probably of being active enhancers, were given a higher weight than ones without modifications. Genes identified as downregulated in *Shh* mutant limbs were intersected with H3K4me3 (GSE86698) E10.5 WT limb datasets. Genes enriched for these active promoter marks were given more weight. The weighted HH-responsive GBRs and weighted genes were then intersected based on proximity, up to 500 kb, and within the same topologically associated domain (TAD) (GSE96107). Genes were identified as a putative HH targets based on their proximity to HH-responsive GBRs and the number of HH-responsive GBRs, such that a gene with multiple HH-responsive GBRs, enriched for poised enhancer marks, would rank higher than a gene with HH-responsive GBRs found more distally. [https://github.com/Boksunni/Predicted-HH-List-Generation] [https://zenodo.org/badge/latestdoi/379668324].

### Quantitative qPCR

Individual pairs of 21–35 S limb buds were dissected and dissolved in Trizol. RNA was extracted from the samples using SuperScript IV VILO Master Mix with ezDNase Enzyme (Invitrogen #11766050). Primer sequences used:

*Gapdh* F: GGTGAAGGTCGGTGTGAACG R: CTCGCTCCTGGAAGATGGTG

*Gli1* F: CCCAGCTCGCTCCGCAAACA R: CTGCTGCGGCATGGCACTCT

*Ptch1* F: GACCGGCCTTGCCTCAACCC R: CAGGGCGTGAGCGCTGACAA

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Supplementary Data Files

Supplementary Data 1-5

Reporting Summary

## Data Availability

The genomic datasets generated in this study, including CUT&RUN, CUT&Tag, ATAC-Seq, ChIP-seq and RNA-seq datasets, have been deposited in the GEO under accession code GSE178838. Additional processed, including called peaks or differential analyses for these datasets are available in the Source Data. Additional datasets used in this study, include: E10.5 WT vs. *Shh*^*−/−*^ H3K27ac ChIP-seq, E10.5 *Shh*^*−/−*^ vs. *Shh*^*−/−*^*;Gli3*^*−/−*^ microChIP-seq, E10.5 WT H3K4me2 (GSE108880) and E10.5 WT H3K4me1 ChIP-seq (GSE86690). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: GLI transcriptional repression is inert prior to Hedgehog pathway activation
**Source:** Nat Commun. 2022 Feb 10;13:808. doi: 10.1038/s41467-022-28485-4
**Supplement:** Supplementary file 1 — Supplementary Information

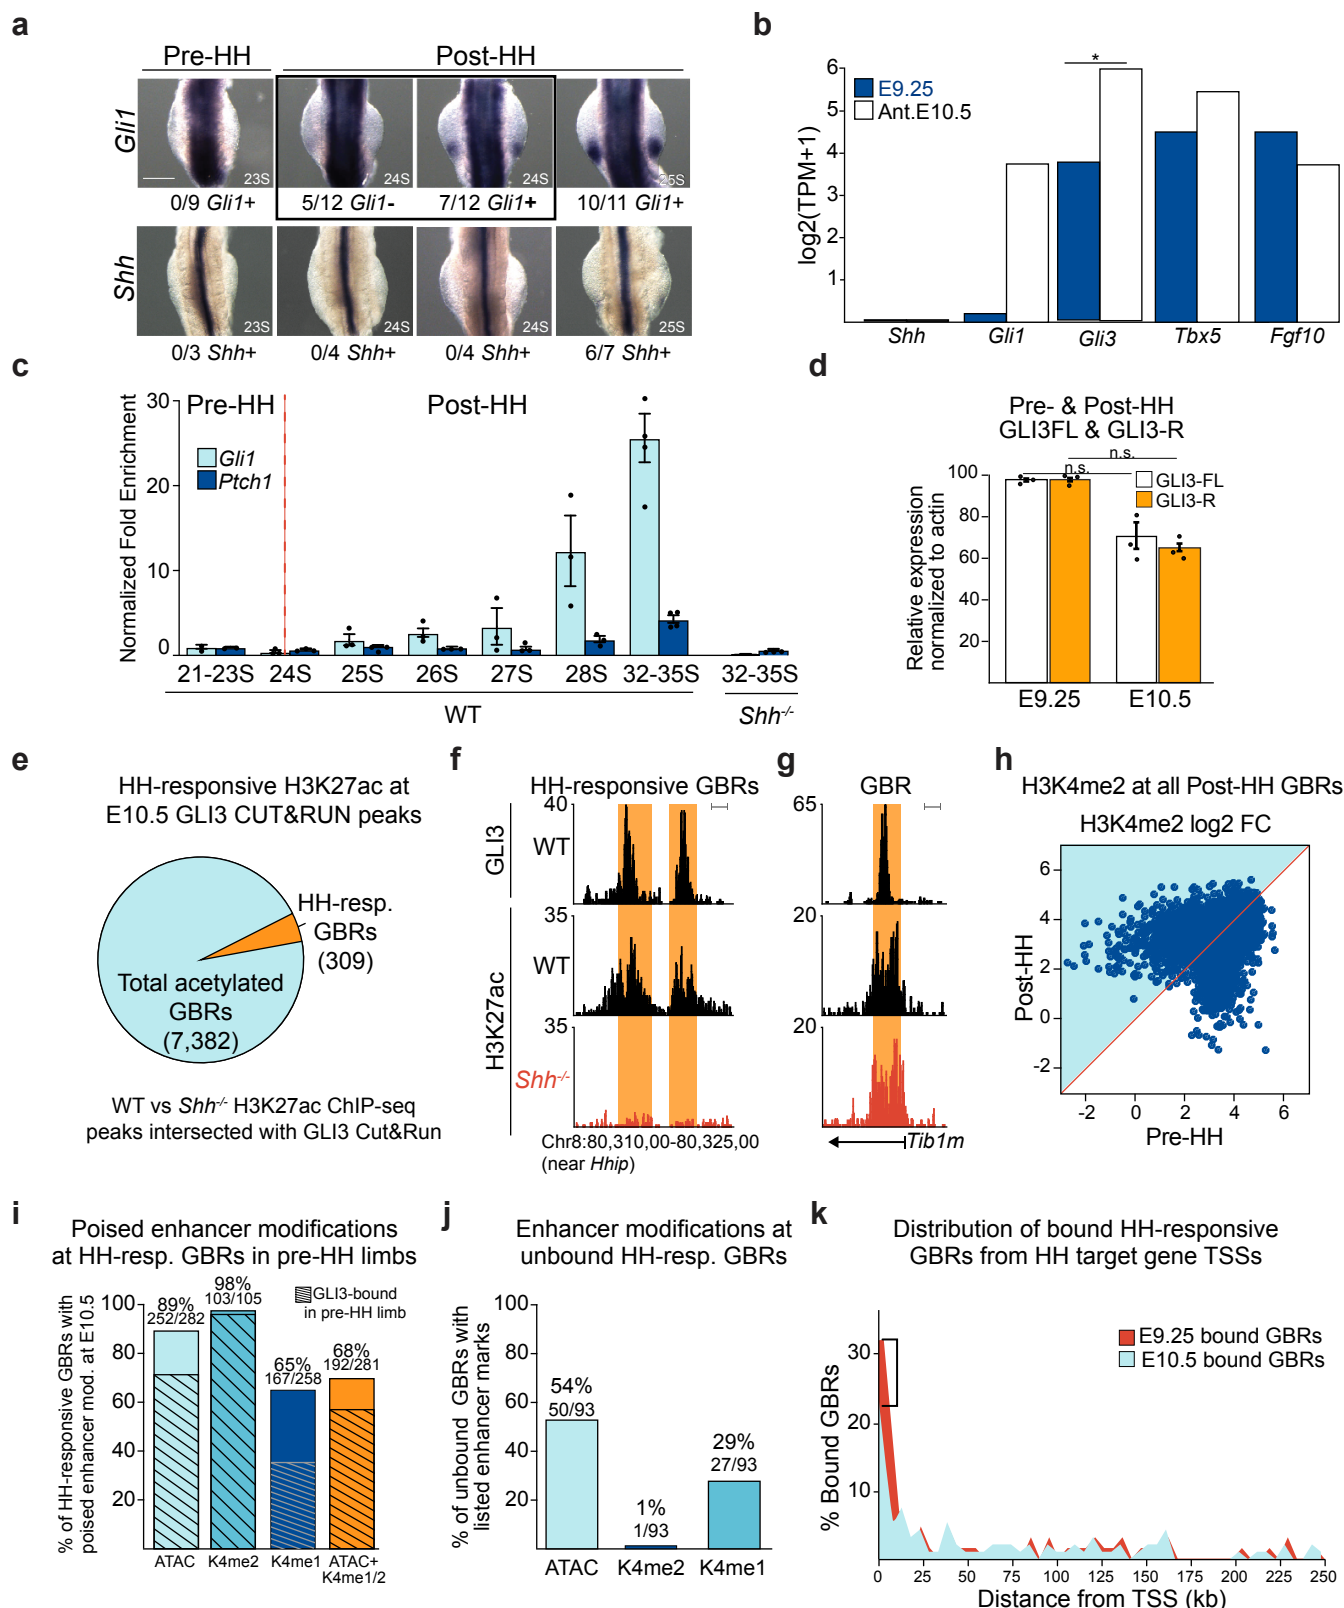

**Supplementary Fig.1. Properties of GLI3 binding at enhancers before and after the onset of HH signaling.** **a** Whole mount in situ hybridization for *Gli1* and *Shh* in 23-25S embryos to define the onset of HH induction. While *Shh* is not detectable in the limb until 25S, the earliest detection of *Gli1* is at 24S, where 5/15 embryos have *Gli1* expression. **b** Expression values for *Shh*, *Gli1* and selected limb genes, in E9.25 and E10.5 anterior limb buds from RNA-seq data. Asterisk indicates adjusted p-value=0.006, two-sided statistical test, multiple hypothesis testing adjusted using BH method. **c** Quantitative PCR showing expression of *Ptch1* and *Gli1* in forelimb pairs from individual embryos

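*Shh* (ENSMUSG00000002633.4, chromosome 5, 28456815 to 28467256) was listed at 0.08 log2(TPM + 1) in E9.25 WT replicate 1 and at 0 in E9.25 WT replicate 3 and in the library labelled E9.25 WT replicate 2. In all 4 anterior E10.5 WT libraries it was listed at 0. *Tbx5* (ENSMUSG00000018263.11, chromosome 5, 119832668 to 119885219) was at 4.97 ± 0.47 (SD, n = 3) at E9.25 and 5.85 ± 0.20 (SD, n = 4) at E10.5, a log2 fold change of 0.88 (standard error 0.21, limma adjusted p = 0.00983), or 0.54 relative to the median gene. With each library's trend over gene span removed, chosen after seeing the data, the change of *Tbx5* was 0.43 and did not pass (limma adjusted p = 0.0547). *Fgf10* (ENSMUSG00000021732.14, chromosome 13, 118669791 to 118792115) was at 4.63 ± 0.21 and 3.71 ± 0.15, a log2 fold change of −0.92 (standard error 0.14, limma adjusted p = 0.00174), or −1.25 relative to the median gene, and E10.5 WT replicate 4 was the lowest, at 3.49. *Gli3* was higher at E10.5 by a log2 fold change of 1.34 (standard error 0.32, limma adjusted p = 0.00981), or 1.00 relative to the median gene. With each library left out in turn, including the library labelled E9.25 WT replicate 2, the change of *Gli3* was 0.86 to 1.58.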

**Supplementary Fig.1. cont'd...** at specified somite stage. *Ptch1* and *Gli1* expression was normalized to *Gapdh*. RNA was isolated from individual forelimbs using Trizol and cDNA was generated using Superscript IV with ezDNase (Invitrogen). The *Ptch1*, *Gli1* and *Gapdh* primers were used previously<sup>28</sup>. For 21-23S embryos n=2, for wild-type 32-35S n=4, for all other stages (wild-type 24-28S and *Shh*<sup>-/-</sup> 32-35S) n=3. All replicates are single pairs of dissected forelimbs from individual embryos (error bars indicate SEM). **d** Quantification of GLI3FL and GLI3-R from representative western blot in Fig.1c and additional western blot replicates in Source Data (n=3 biologically independent samples; error bars indicate SEM). Unpaired, two-sided t-tests were performed. **e** Intersection of E10.5 GLI3 CUT&RUN peaks with previously published WT vs *Shh*<sup>-/-</sup> E10.5 H3K27ac ChIP-seq peaks<sup>10</sup>. H3K27ac peaks reduced in *Shh*<sup>-/-</sup> limbs that overlap GLI3 binding regions were categorized as HH-responsive GBRs. **f,g** Examples of a HH-responsive GBR that loses acetylation in *Shh*<sup>-/-</sup> limbs (**f**) and a GBR that maintains acetylation in the absence of HH signaling (**g**). Orange shading in tracks indicate the GBRs. **h** Scatterplot showing H3K4me2 ChIP-seq fold enrichment at E10.5 GBRs in pre-HH (21-23S) and post-HH (32-35S) limb buds (n=2 biological replicates at each stage). No peaks were significantly changed between pre- and post-HH signaling. **i** Percentage of HH-responsive GBRs enriched (called peaks) for the poised enhancer markers H3K4me1 (CUT&Tag, n=3) and H3K4me2 (n=2) and accessible chromatin (ATAC-seq peaks, n=2) prior to HH signaling. Percentages indicate the number of E9.25 GBRs enriched for the specified feature, out of the total number of HH-responsive GBRs enriched for that enhancer modification at E10.5. **j** Enhancer modifications present at HH-responsive GBRs that are not bound by GLI3 at E9.25. **k** Distribution of E9.25 and E10.5 GBRs from the TSSs of putative HH target genes. Scale bars for

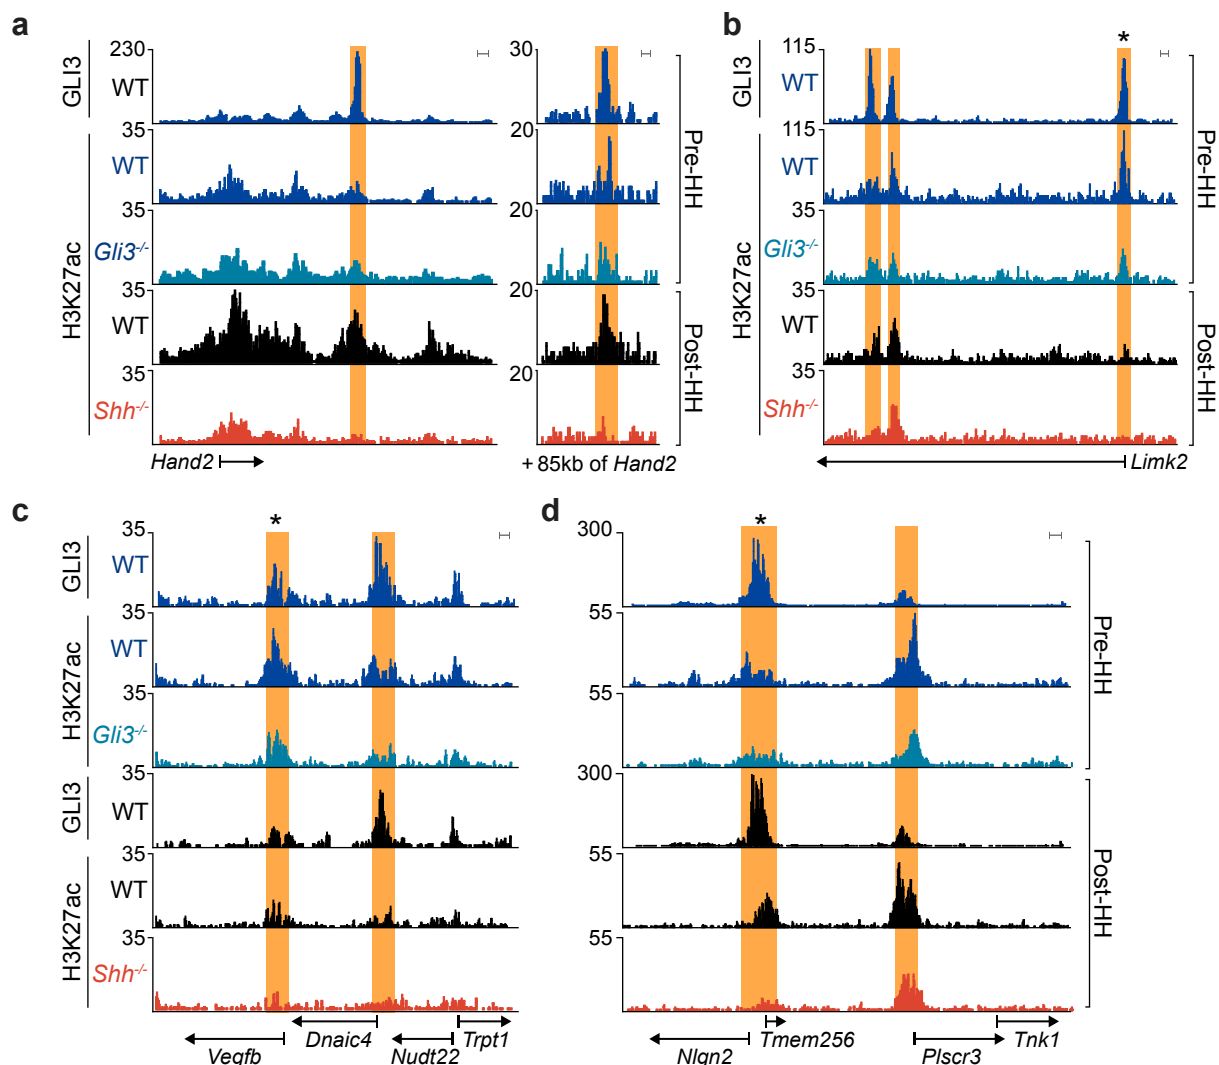

**Supplementary Fig.2. E9.25 acetylated GBRs that do not further increase H3K27ac levels with loss of *Gli3*.** **a** HH-responsive GBRs (orange shading) near the GLI3 target *Hand2* that have H3K27ac enrichment at E9.25 do not have increased levels of H3K27ac in *Gli3*<sup>-/-</sup> limb buds, suggesting there is no de-repression of *Hand2*. **b-d** HH-responsive GBRs (orange shading) with significantly higher acetylation prior to HH induction (indicated by asterisk; FDR<0.05), do not have increased acetylation with the absence of *Gli3*. Scale bars for tracks indicate 1kb.

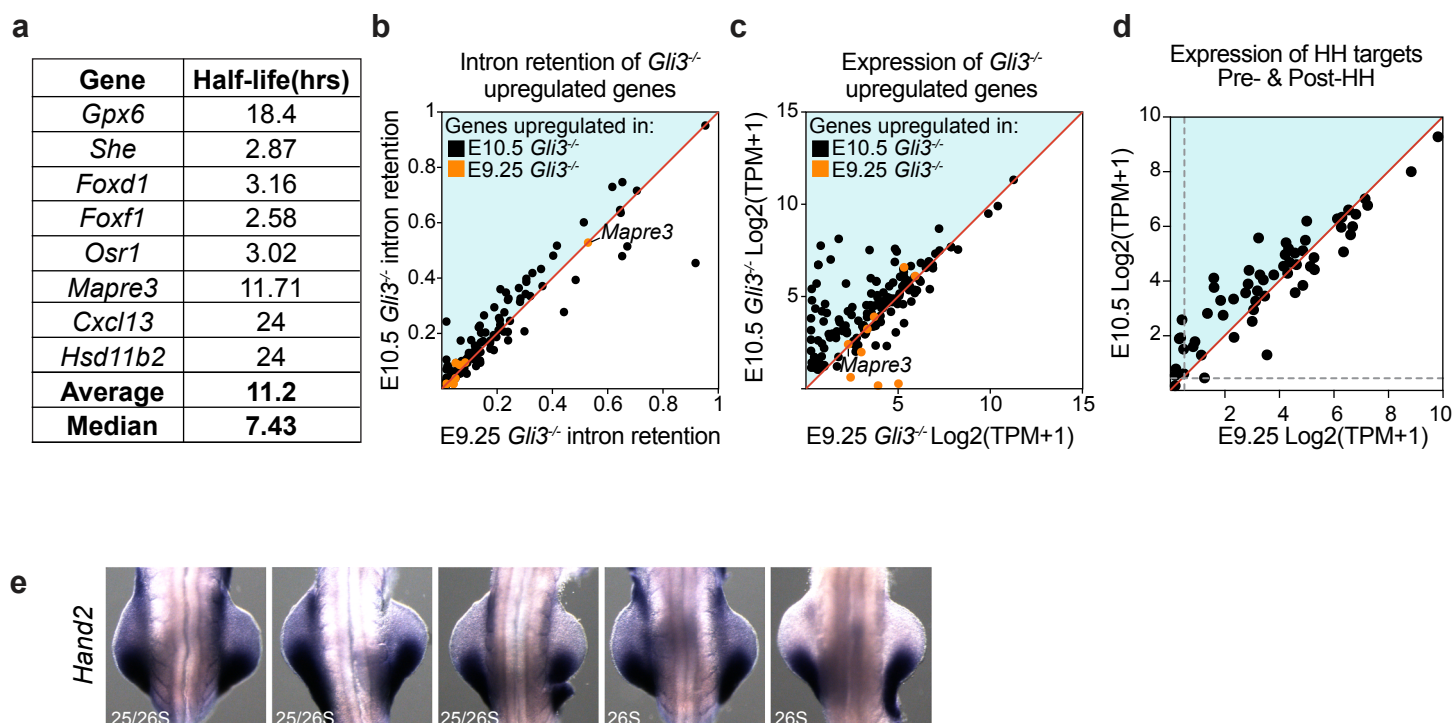

**Supplementary Fig.3. E9.25 *Gli3*<sup>-/-</sup> upregulated genes are expressed at low levels and have low intron retention rates.** **a** Table of half-lives E9.25 *Gli3*<sup>-/-</sup> upregulated genes, previously determined in differentiating embryonic stem cells<sup>35</sup>. **b** Intron retention levels in E9.25 and E10.5 *Gli3*<sup>-/-</sup> upregulated genes. While E10.5 upregulated genes have intron retention rates that vary, E9.25 upregulated genes have intron retention rates near 0, suggestive of mature transcripts. The exception to this is one gene, *Mapre3*, which has high intron retention in both E9.25 and E10.5 *Gli3*<sup>-/-</sup>, but is not upregulated at E10.5. The formula  $(1-N)/M$  was used to calculate the intron retention rate for each gene, where N= the number of reads overlapping with any of the gene's exons and M= the number of reads overlapping with the body of the gene. Limma was used to identify differential intron retention rate between E9.25 and E10.5 *Gli3*<sup>-/-</sup> limbs, FDR cutoff < 0.05. **c** Expression of genes upregulated in E9.25 and E10.5 *Gli3*<sup>-/-</sup> limb buds. **d** Expression of 74 predicted, direct HH target genes in wild-type limb buds, pre- (E9.25) and post-HH (E10.5). **e** Expression of *Hand2* in WT limb buds at ~26S. Note that most embryos have some anterior expression of *Hand2* and *Hand2* is only completely posteriorly restricted in one embryo at this stage (far right).

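The levels of the upregulated genes were taken as means over the replicates of each group. For the 16 genes upregulated at E9.25, the median in log2(TPM + 1) was 1.81 in E9.25 WT, 4.21 in E9.25 *Gli3*-/-, 1.21 in E10.5 WT and 2.48 in E10.5 *Gli3*-/- limbs, and 5 of the 16 were higher in E10.5 than in E9.25 *Gli3*-/- limbs. For the 288 genes upregulated at E10.5, the median was 3.67 in E9.25 WT, 4.13 in E9.25 *Gli3*-/-, 3.98 in E10.5 WT and 4.92 in E10.5 *Gli3*-/- limbs, and 196 of the 288 were higher in E10.5 than in E9.25 *Gli3*-/- limbs.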

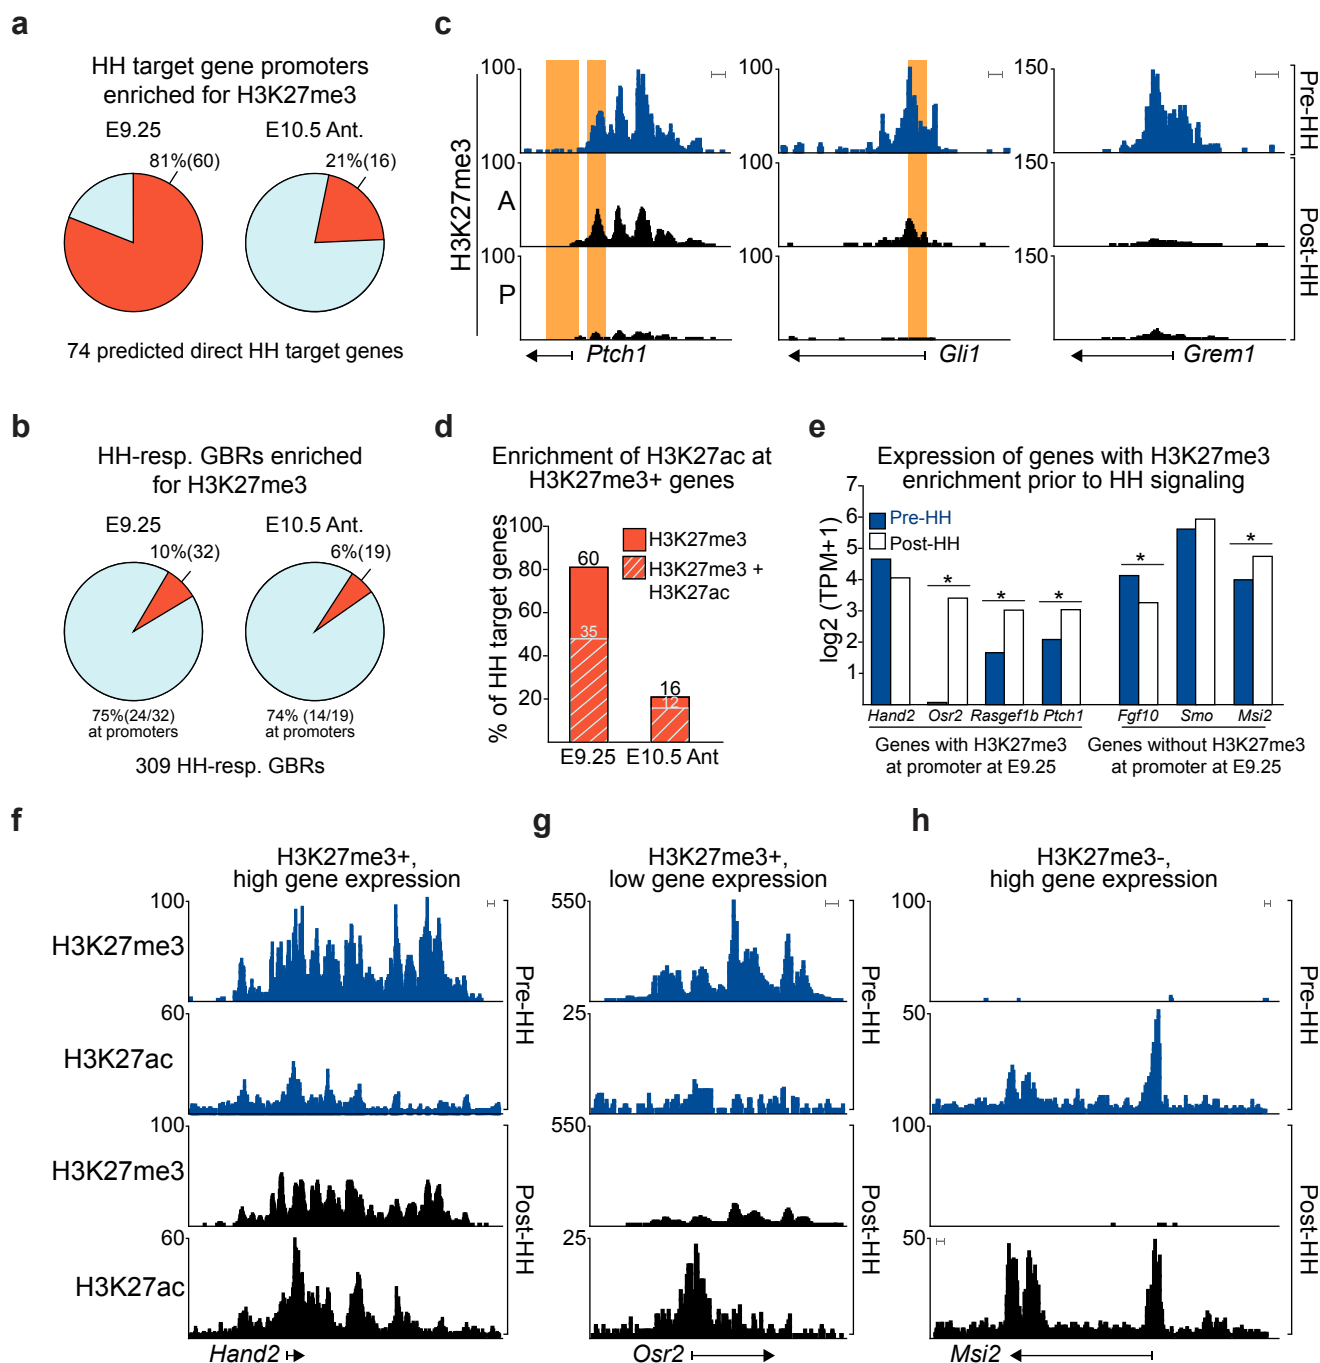

**Supplementary Fig.4. H3K27me3 is enriched at many HH target genes prior to HH signaling.**

**a,b** H3K27me3 enrichment at the promoters of predicted direct HH target gene promoters (**a**) and HH-responsive GBRs (**b**) in E9.25 and E10.5 anterior limb buds. **c** Examples of H3K27me3 enrichment at promoters of HH target genes in E9.25 and anterior and posterior E10.5 limb buds. 

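Of the genes described here, Supplementary Data 4 lists *Hand2*, *Ptch1* and *Rasgef1b* with H3K27me3 at E9.25 and *Msi2* without it. In WT limbs, *Osr2* was between 0.00 and 0.22 log2(TPM + 1) at E9.25 (n = 3) and at 3.84 ± 0.30 (SD, n = 4) at E10.5, a log2 fold change of 3.71 (standard error 0.19, limma adjusted p = 2.03e-05). *Rasgef1b* was at 2.0 ± 0.04 and 3.4 ± 0.1, a log2 fold change of 1.40 (standard error 0.14, limma adjusted p = 0.000246), or 1.06 relative to the median gene. *Ptch1* was 0.94 higher at E10.5 (standard error 0.29, limma adjusted p = 0.0275), or 0.60 relative to the median gene, and *Hand2* was lower by a log2 fold change of −0.61 (standard error 0.22, limma adjusted p = 0.0451), or −0.95 relative to the median gene. *Smo* was at 6.18 ± 0.20 and 6.53 ± 0.10, a log2 fold change of 0.34 (standard error 0.11, limma adjusted p = 0.0339) that equals the change of the median gene and changed its sign with median-of-ratios size factors (−0.02). *Msi2* was at 4.82 ± 0.73 and 5.42 ± 0.06, a log2 fold change of 0.59 (standard error 0.28, limma adjusted p = 0.106), or 0.26 relative to the median gene. With each library left out in turn, the change of *Msi2* was 0.17 to 0.81. *Msi2* and *Smo* each overlap another listed gene on the same strand. For *Ptch1* and *Hand2*, 3 of the 7 fits that each left out 1 library passed an adjusted p of 0.05, and for *Smo* 2 did. Of 11 alternative fits, *Ptch1* passed in 5, *Hand2* in 7 and *Smo* in 3. *Ptch1* did not pass with quantile normalization (limma adjusted p = 0.121) or median-of-ratios size factors (0.0631).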

Orange shading indicates the binding regions for HH-responsive GBRs defined in Figure S1C. **d** Percentage of HH target gene promoters with H3K27me3 and H3K27ac at E9.25 and E10.5. **e** Relative expression levels of genes at E9.25 and E10.5 derived from RNA-seq data (Supplementary Data 3) with and without H3K27me3 enrichment at promoters at E9.25. Asterisks indicate adjusted p-value < 0.05, two-sided statistical test, multiple hypothesis testing adjusted using BH method. **f-h** Examples of H3K27me3 and H3K27ac enrichment of genes with high expression at E9.25 with H3K27me3 enrichment (**f**), low expression with H3K27me3 enrichment (**g**) and high expression without H3K27me3 enrichment (**h**). Scale bars for tracks indicate 1kb.

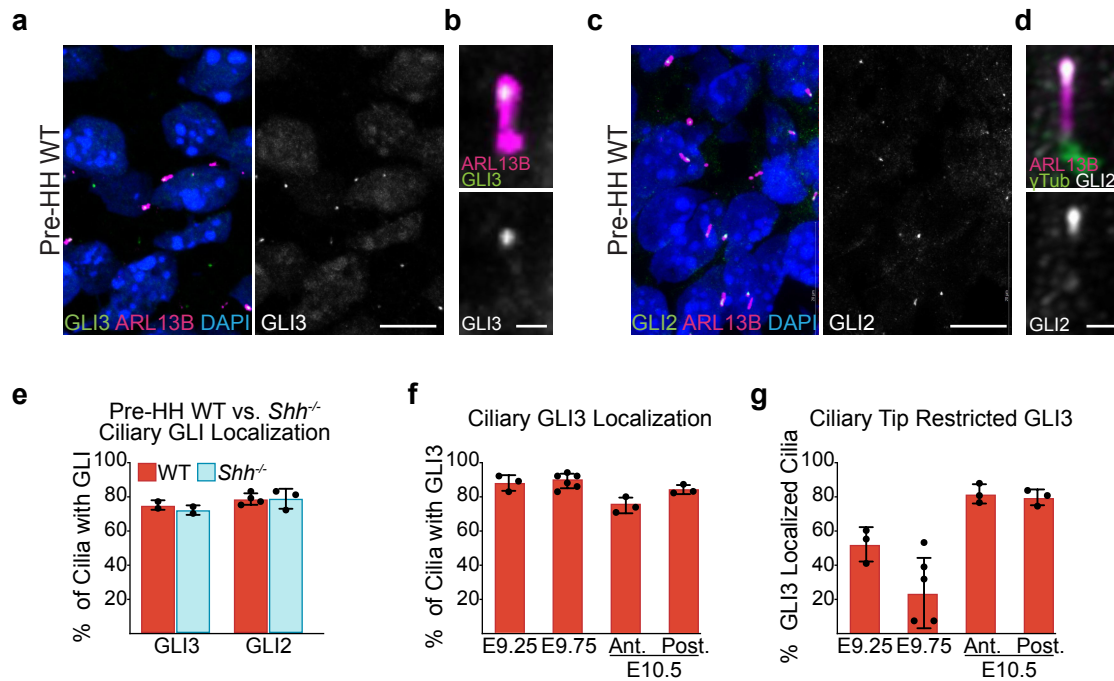

**Supplementary Fig.5. GLI ciliary distribution and localization in developing limbs.** Images were collected with a Nikon A1R Resonant Scanning Confocal System and are maximum intensity projections. **a,b** Endogenous GLI3<sup>FLAG</sup> and ARL13b in a representative pre-HH E9.25 WT limb bud, and a representative cilium with GLI3<sup>FLAG</sup> localization. **c,d** Endogenous GLI2, ARL3b and γ-TUBULIN (basal body) in a representative pre-HH E9.25 WT limb bud. GLI2 is localized to the opposite ciliary end as γ-TUBULIN indicating most GLI localization is at the ciliary tips and not the base (**d**). **e** Quantification of GLI2 and GLI3<sup>FLAG</sup> ciliary localization in E9.25 WT and *Shh*<sup>-/-</sup> limb buds (n=2 and 4 biological replicates, respectively). Note the similar levels of GLI2 and GLI3 ciliary localization in both genotypes, suggesting unprocessed GLI proteins are localized at the ciliary tip. **f** Quantifications of GLI3 ciliary localization in pre-HH E9.25 (21-23S; n=3), E9.75 (26-28S n=6) distal limb buds and E10.5 (35S; n=3) anterior and posterior limb buds. **g** Quantification of cilia in the same dataset with GLI3 restricted to the ciliary tip. Error bars in **e-g** indicate SEM. Scale bars for panels **a** and **c** indicate 10 μm; scale bars for panels **b** and **d** indicate 0.5 μm.

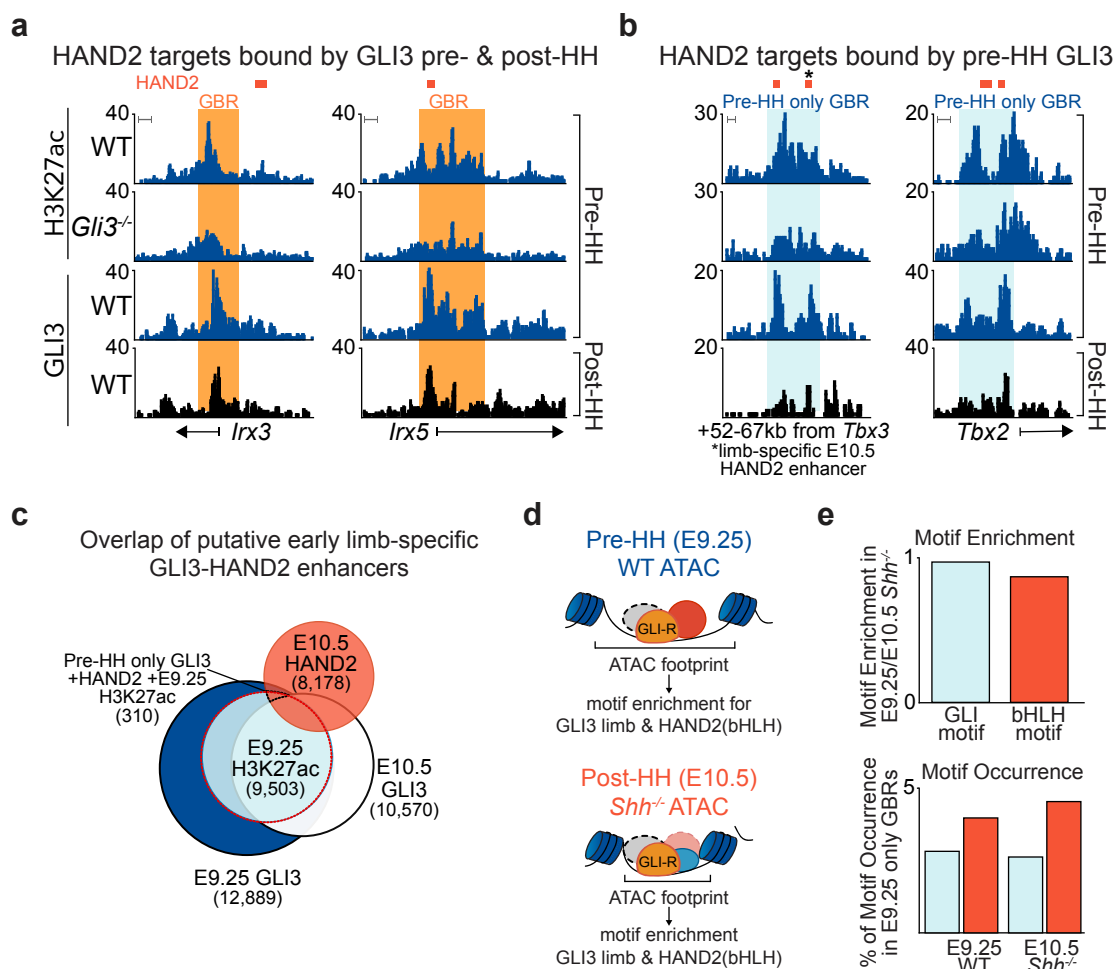

**Supplementary Fig.6. Co-localization of HAND2 and GLI3 in pre-HH limb buds.** **a** Examples of genes with HAND2 binding regions in E10.5 limbs (red bars denote previously identified *Hand2* regions<sup>14</sup>) that are also bound by GLI3 (orange shading) in pre-HH or post-HH E10.5 limb buds. **b** HAND2 target genes *Tbx2* and *Tbx3* have HAND2 bound regions that overlap with pre-HH specific GBRs (blue shading) but not post-HH GLI3 binding regions. Asterisks denote previously identified HAND2-bound enhancers<sup>14</sup>. **c** Venn diagram of pre- and post-HH (E10.5) GLI3 binding regions, pre-HH H3K27ac peaks and previously identified E10.5 HAND2 limb binding sites<sup>14</sup>. 310 regions are bound by GLI3 only in pre-HH limb buds (not post-HH), overlap with HAND2 binding regions and are acetylated, indicating possibility of these regions being active enhancers. **d** Schematic for performing motif enrichment in ATAC footprints identified in pre-HH WT limbs and compared to ATAC footprints in E10.5 *Shh*<sup>-/-</sup> limbs. **e** Quantification of enrichment (top) and occurrence (bottom) of limb GLI3 and face HAND2 motifs in the 310 acetylated pre-HH only GBRs overlapping HAND2 binding sites, compared to all acetylated pre-HH GBRs (red circle in **d**), for both pre-HH WT and post-HH E10.5 *Shh*<sup>-/-</sup> limbs<sup>10,14</sup>. Note that GLI3 and HAND2 motif enrichment and occurrence are unchanged pre-HH WT and post-HH E10.5 *Shh*<sup>-/-</sup> limbs. Scale bars denote 1kb.

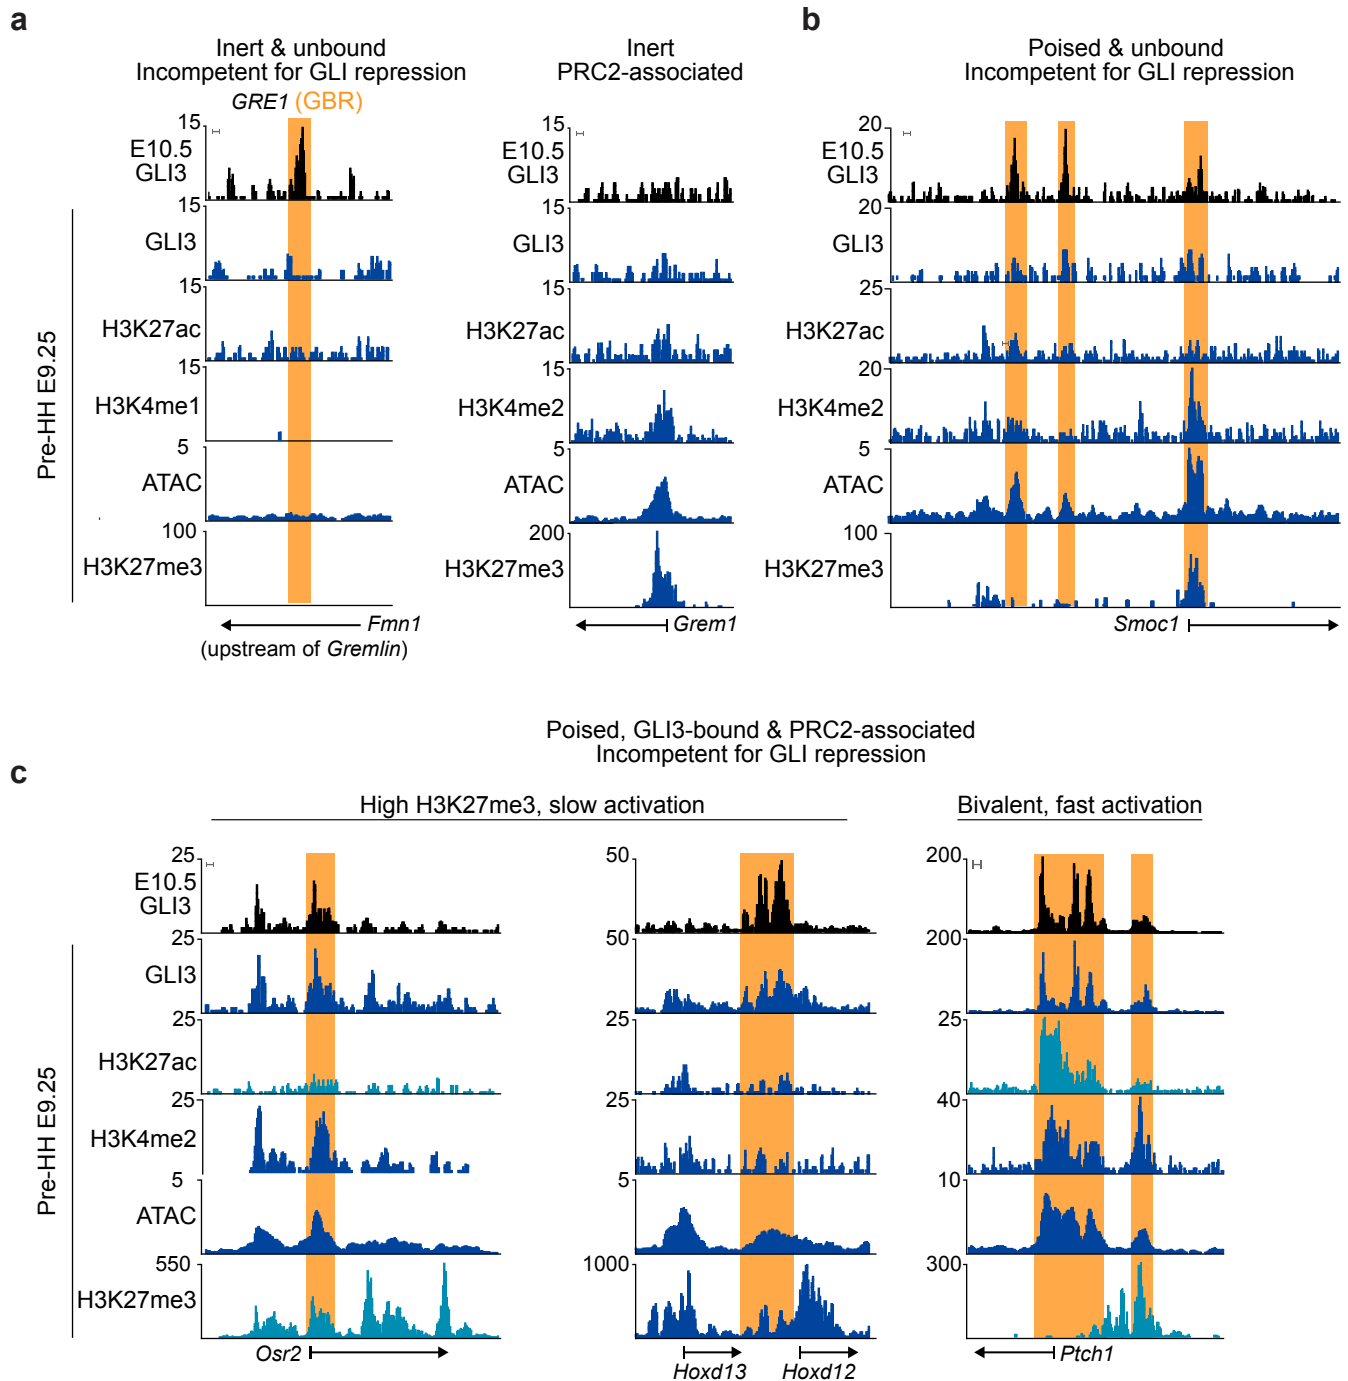

**Supplementary Fig.7. GLI3 target genes not competent for GLI repression.** **a** Enhancer profiles of the HH target gene *Gremlin* and *GRE1*, the GBR regulating *Gremlin*. *GRE1* is not bound by GLI3 prior to HH signaling and is not poised or accessible, while the promoter of *Gremlin* has high H3K27me3 enrichment, and thus is not competent for GLI repression. **b** Example of GBRs that are not bound but are poised, near HH target *Smoc1*. bound that are not bound by GLI3 prior to HH signaling at E9.25 and are not competent for GLI3 repression. **c** Examples of GBRs at genes that are bound by GLI3 and poised, but have high H3K27me3 and are likely not competent for GLI3 repression. Differences in H3K27ac at gene promoters may result in slow (left, middle) or fast (right) gene activation. Scale bars = 1kb.

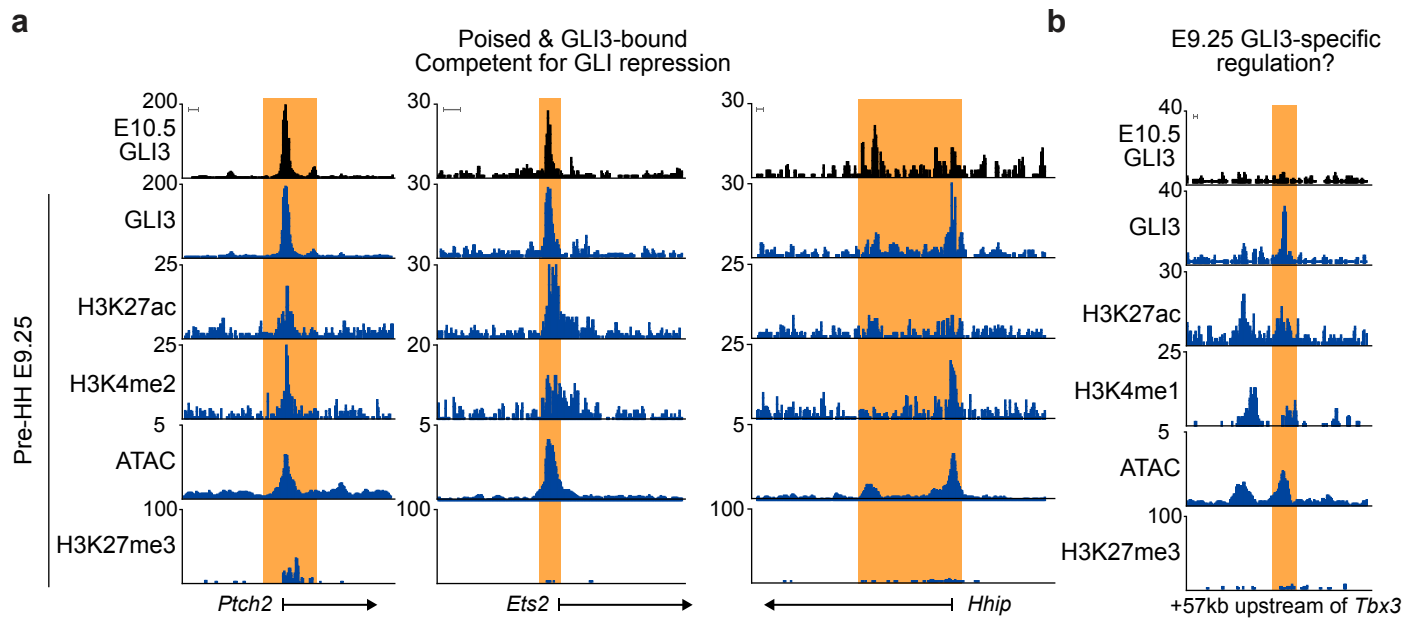

**Supplementary Fig.8. GLI3 targets competent for GLI repression.** **a** Examples of GBRs bound by GLI3 at E9.25, that are poised and lack H3K27me3 and should be competent for GLI3 repression prior to HH. **b** Example of a GBR that is poised and bound by GLI3 specifically at E9.25, representing a potential stage-specific GLI regulated target. Scale bars = 1kb.

# Supplementary material for: GLI transcriptional repression is inert prior to Hedgehog pathway activation
**Source:** Nat Commun. 2022 Feb 10;13:808. doi: 10.1038/s41467-022-28485-4
**Supplement:** Supplementary file 3 — Description of Supplementary Data Files

## Description of Additional Supplementary Files

File Name: Supplementary Data 1-5

Description: This folder contains the following 5 data sets:

Supplementary Data 1. All called CUT&RUN (GLI3, HDAC1/2) and CUT&Tag peaks (H3K4me1, H3K27me3).

Supplementary Data 2. All differential ChIP-seq analyses with called peaks (H3K27ac, H3K4me2).

Supplementary Data 3. Differential RNA-seq analyses- WT vs *Gli3*<sup>-/-</sup>; E9.25 vs. E10.5 Anterior limb buds.

Supplementary Data 4. Putative HH target genes and chromatin marks enriched at gene promoters.

Supplementary Data 5. Differential ATAC-seq time course analyses.

# Supplementary material for: GLI transcriptional repression is inert prior to Hedgehog pathway activation
**Source:** Nat Commun. 2022 Feb 10;13:808. doi: 10.1038/s41467-022-28485-4
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): Dec 24, 2021

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection The pipeline used to identify putative direct HH target genes can be found at <https://github.com/Boksunni/Predicted-HH-List-Generation> (<https://zenodo.org/badge/latestdoi/379668324>).

Data analysis RNA-seq data was analyzed using HISAT2 for alignment and DESeq2 for differential gene expression analysis. CUT&RUN peaks were called using MACS2, ChIP-seq peaks were called using CisGenome version 2.1.0, and CUT&Tag peaks were called using SEACR. Differential peak calling and intron retention were performed with Limma versions 3.14.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All genomic datasets generated in this study, including CUT&RUN, CUT&Tag, ATAC-Seq, ChIP-seq and RNA-seq datasets, were deposited in GEO (GSE178838). Called peaks or differential analyses for these datasets are available in the Source Data. Additional datasets used in this study, include: E10.5 WT vs. Shh-/- H3K27ac ChIP-seq, E10.5 Shh-/- vs. Shh-/-;Gli3-/- microChIP-seq, E10.5 WT H3K4me2 (GSE108880) and E10.5 WT H3K4me1 ChIP-seq (GSE86690), E10.5 WT limb ChIP-seq H3K4me3 (GSE86698) and mouse TAD boundaries (GSE96107).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined based on the cell number requirement of the experiment and the number of cells in a given tissue for each embryonic stage. For instance CUT&Tag required 100,000 cells per replicate while ChIP-seq required 300-600k cells depending on the antibody. Samples from E9.25 embryos yielded ~10,000 cells per pair of limb buds while E10.5 embryos yielded ~100,000 cells per pair of limb buds. Thus, the number of embryos used per experiment was dependent on embryonic stage and cell number input for experiment.                                                                                                                                                                                                                                                                                                                                                                              |
| Data exclusions | No data was excluded from analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Replication     | 2-4 replicates were used for all genomic experiments based on current standards for these techniques. For genomic experiments, successful replicates were ones that passed library QC's via BioAnalyzer traces. All replicates that passed this QC were sequenced and used in this study. On occasion (<10% of total experimental attempts), some libraries would not have optimal material and not pass this QC, a quality we attributed to using low cell-numbers and perhaps having some material loss during initial cell wash steps post-dissection.<br><br>The number of replicates for in situ hybridization ranged from ~3-8 to be able to show variability in expression across different stages. In situ hybridization were used for qualitative but not quantitative conclusions. All attempts to collect in situ replicates were successful (high signal to noise; domain-specific signal) and used in this study. |
| Randomization   | There was no randomization for samples in this study. For embryos used, embryos of the same stage would be pooled from several litters in order to collect sufficient cell numbers for experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Blinding        | For GLI3 ciliary quantifications of immunofluorescence images, all samples were quantified blindly. No other experiments required collection or quantification to be blinded, as all other quantifications done were performed computationally on genomic datasets.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | M2 FLAG (Sigma-Aldrich; F3165), Arl13b (Proteintech; 17711-1-AP), GLI2 (a gift from Jonathon Eggenschwiler), Gamma tubulin (Sigma #T6557), B-actin (Cell Signaling #8457), H3K27ac (Abcam #ab4729), H3K4me2 (Millipore #07-030), H3K4me1 (Abcam #ab8895), H3K27me3 (abcam #ab195477), HDAC1 (Abcam ab7028), HDAC2 (Abcam ab7029), Goat anti-mouse Alexa568 (Thermo Fisher Scientific; A-11004) and Goat anti-rabbit Alexa488 (Thermo Fisher Scientific; A-11034), Donkey anti-guinea pig Alexa594 (Jackson ImmunoResearch 706-585-148), Donkey anti-mouse (Jackson #715-035-150) and Donkey anti-rabbit (Jackson #711-005-0152).                                                                                                                                                                           |
| Validation      | Antibody dilutions for western blots were specified by manufacturer. Antibody dilutions and conditions for immunofluorescence experiments were validated by ensuring high signal to noise, integrity of tissue nuclei, and that signals were reproducible across sections within an embryo and between embryos. All antibodies used for CUT&RUN (FLAG/GLI3, HDAC1/2) and CUT&Tag (H3K4me1, H3K27me3) were tested on E10.5 limb bud tissue. Test samples that passed library QC's by BioAnalyzer traces that were consistent with manufacturer's example library traces, were then sequenced to validate optimal antibody concentrations. Validation was determined by identifying antibody dilutions with high signal to noise on bigwig tracks that were similar to previously generated ChIP-seq tracks. |

seq signals for that antibody and with >50% overlap in ChIP-seq called peaks.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Animals used: Mus musculus. The Gli3Xt-J (Jackson Cat# 000026) and Shh-tm1amc null (Jackson Cat# 003318) alleles were maintained on a Swiss Webster background. The Gli3-3XFLAG allele, with an N-terminal 3XFLAG-epitope was maintained on a mixed background. Generally, females >6 weeks of age were used for breeding and embryos were collected between E9.25-E10.5 (21-35S). All experiments were performed in accordance with IACUC guidelines. |
| Wild animals            | No wild animals were used for this study.                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | No field-collected samples were used for this study.                                                                                                                                                                                                                                                                                                                                                                                                   |
| Ethics oversight        | Experiments involving mice were approved by the Institutional Animal Care and Use Committee at the University of Texas at Austin (protocol AUP-2019-00233).                                                                                                                                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | All of our datasets have been uploaded to GEO (GSE178838) and are publicly available.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Files in database submission                                       | <p>E9_Gli3_rep1.bigwig E9_Gli3_rep1_S16_R1.fastq.gz E9_Gli3_rep1_S16_R2.fastq.gz<br/> E9_Gli3_rep2.bigwig E9_Gli3_rep2_S17_R1.fastq.gz E9_Gli3_rep2_S17_R2.fastq.gz<br/> E10_Gli3_rep1.bigwig E10_Gli3_rep1_S18_R1.fastq.gz E10_Gli3_rep1_S18_R2.fastq.gz<br/> Gli3_250s.bigwig Gli3-250s_S29_R1.fastq.gz Gli3-250s_S29_R2.fastq.gz<br/> E9_me1_14.bigwig E9-me1-14_S24_R1.fastq.gz E9-me1-14_S24_R2.fastq.gz<br/> E9_me1_6.bigwig E9-me1-6_S25_R1.fastq.gz E9-me1-6_S25_R2.fastq.gz<br/> E9_H3K4me1_CnT_rep3.bigwig E9-CnT-me1_S1_L001_R1_001.fastq.gz E9-CnT-me1_S1_L001_R2_001.fastq.gz<br/> me2_sample1.bigwig E9_me2_rep1_S56_R1.fastq.gz<br/> me2_sample2.bigwig E9_me2_rep2_S57_R1.fastq.gz<br/> input_sample1.bigwig E9_inpt_rep1_S54_R1.fastq.gz<br/> 9-HDAC1.bam.bw 9-HDAC1_R1.fastq.gz 9-HDAC1_R2.fastq.gz<br/> 9-HDAC2-1.bam.bw 9-HDAC2-1_R1.fastq.gz 9-HDAC2-1_R2.fastq.gz<br/> 9-HDAC2.bam.bw 9-HDAC2_R1.fastq.gz 9-HDAC2_R2.fastq.gz<br/> 10-HDAC1-1.bam.bw 10-HDAC1-1_R1.fastq.gz 10-HDAC1-1_R2.fastq.gz<br/> 10-HDAC1-2.bam.bw 10-HDAC1-2_R1.fastq.gz 10-HDAC1-2_R2.fastq.gz<br/> 10-HDAC1-3.bam.bw 10-HDAC1-3_R1.fastq.gz 10-HDAC1-3_R2.fastq.gz<br/> 10-HDAC2-1.bam.bw 10-HDAC2-1_R1.fastq.gz 10-HDAC2-1_R2.fastq.gz<br/> 10-HDAC2-2.bam.bw 10-HDAC2-2_R1.fastq.gz 10-HDAC2-2_R2.fastq.gz<br/> 10-HDAC2-3.bam.bw 10-HDAC2-3_R1.fastq.gz 10-HDAC2-3_R2.fastq.gz<br/> E9-WT-1.bigwig E9-WT-1_S1_R1.fastq.gz<br/> E9-WT-2.bigwig E9-WT-2_S4_R1.fastq.gz<br/> WT-input.bigwig WT-input_S6_R1.fastq.gz<br/> E9-Gli3-1.bigwig E9-Gli3-1_S2_R1.fastq.gz<br/> E9-Gli3-2.bigwig E9-Gli3-2_S3_R1.fastq.gz<br/> Gli3-input.bigwig Gli3-input_S5_R1.fastq.gz<br/> E9WT1_S12_L001_R1_001.fastq.gz.out E9WT1_S12_L001_R1_001.fastq.gz<br/> E9WT2_S13_L001_R1_001.fastq.gz.out E9WT2_S13_L001_R1_001.fastq.gz<br/> E9WT3_S14_L001_R1_001.fastq.gz.out E9WT3_S14_L001_R1_001.fastq.gz<br/> E9Gli31_S8_L001_R1_001.fastq.gz.out E9Gli31_S8_L001_R1_001.fastq.gz<br/> E9Gli32_S9_L001_R1_001.fastq.gz.out E9Gli32_S9_L001_R1_001.fastq.gz<br/> E9Gli33_S10_L001_R1_001.fastq.gz.out E9Gli33_S10_L001_R1_001.fastq.gz<br/> E9Gli34_S11_L001_R1_001.fastq.gz.out E9Gli34_S11_L001_R1_001.fastq.gz<br/> E10WT1_S4_L001_R1_001.fastq.gz.out E10WT1_S4_L001_R1_001.fastq.gz<br/> E10WT2_S5_L001_R1_001.fastq.gz.out E10WT2_S5_L001_R1_001.fastq.gz<br/> E10WT3_S6_L001_R1_001.fastq.gz.out E10WT3_S6_L001_R1_001.fastq.gz<br/> E10WT4_S7_L001_R1_001.fastq.gz.out E10WT4_S7_L001_R1_001.fastq.gz<br/> E10Gli32_S1_L001_R1_001.fastq.gz.out E10Gli32_S1_L001_R1_001.fastq.gz<br/> E10Gli33_S2_L001_R1_001.fastq.gz.out E10Gli33_S2_L001_R1_001.fastq.gz<br/> E10Gli34_S3_L001_R1_001.fastq.gz.out E10Gli34_S3_L001_R1_001.fastq.gz<br/> E9_me3_16.bigwig E9-me3-16_S26_R1.fastq.gz E9-me3-16_S26_R2.fastq.gz</p> |

E9-me3\_2.bigwig E9-me3-2\_S27\_R1.fastq.gz E9-me3-2\_S27\_R2.fastq.gz  
 10A1-m3-6.bam.bw 10A1-m3-6\_R1.fastq.gz 10A1-m3-6\_R2.fastq.gz  
 10P1-m3-7.bam.bw 10P1-m3-7\_R1.fastq.gz 10P1-m3-7\_R2.fastq.gz  
 A1-K27me3.bam.bw A1-K27me3\_R1.fastq.gz A1-K27me3\_R2.fastq.gz  
 P1-K27me3.bam.bw P1-K27me3\_R1.fastq.gz P1-K27me3\_R2.fastq.gz  
 A2-K27me3.bam.bw A2-K27me3\_R1.fastq.gz A2-K27me3\_R2.fastq.gz  
 P2-K27me3.bam.bw P2-K27me3\_R1.fastq.gz P2-K27me3\_R2.fastq.gz  
 E9-15.bam.bw E9-15\_S2\_L001\_R1\_001.fastq.gz E9-15\_S2\_L001\_R2\_001.fastq.gz  
 E9-18.bam.bw E9-18\_S3\_L001\_R1\_001.fastq.gz E9-18\_S3\_L001\_R2\_001.fastq.gz  
 WT-28S-1.bam.bw WT-28S-1\_S12\_L001\_R1\_001.fastq.gz WT-28S-1\_S12\_L001\_R2\_001.fastq.gz  
 WT-28S-2.bam.bw WT-28S-2\_S13\_L001\_R1\_001.fastq.gz WT-28S-2\_S13\_L001\_R2\_001.fastq.gz  
 WT-28S-3.bam.bw WT-28S-3\_S14\_L001\_R1\_001.fastq.gz WT-28S-3\_S14\_L001\_R2\_001.fastq.gz  
 ShhE19\_S31.bam.bw ShhE19\_S31\_L002\_R1\_001.fastq.gz  
 ShhE20\_S32.bam.bw ShhE20\_S32\_L002\_R1\_001.fastq.gz  
 ShhE22\_S34.bam.bw ShhE22\_S34\_L002\_R1\_001.fastq.gz  
 E10-16.bam.bw E10-16\_S1\_L001\_R1\_001.fastq.gz E10-16\_S1\_L001\_R2\_001.fastq.gz  
 WT-35S-1.bam.bw WT-35S-1\_S16\_L001\_R1\_001.fastq.gz WT-35S-1\_S16\_L001\_R2\_001.fastq.gz  
 WT-35S-2.bam.bw WT-35S-2\_S17\_L001\_R1\_001.fastq.gz WT-35S-2\_S17\_L001\_R2\_001.fastq.gz  
 ShhL11\_S35.bam.bw ShhL11\_S35\_L002\_R1\_001.fastq.gz  
 ShhL9\_S38.bam.bw ShhL9\_S38\_L002\_R1\_001.fastq.gz  
 Shh-L11.bam.bw Shh-L9\_S11\_L001\_R2\_001.fastq.gz Shh-L9\_S11\_L001\_R1\_001.fastq.gz  
 Shh-L9.bam.bw Shh-L11\_S10\_L001\_R2\_001.fastq.gz Shh-L11\_S10\_L001\_R1\_001.fastq.gz  
 S-nul-G684.bam.bw S-nul-G684\_S5\_L001\_R2\_001.fastq.gz S-nul-G684\_S5\_L001\_R1\_001.fastq.gz  
 S-het-G685.bam.bw S-het-G685\_S4\_L001\_R2\_001.fastq.gz S-het-G685\_S4\_L001\_R1\_001.fastq.gz  
 SG-1.bam.bw SG-1\_S6\_L001\_R2\_001.fastq.gz SG-1\_S6\_L001\_R1\_001.fastq.gz  
 SG-2.bam.bw SG-2\_S7\_L001\_R2\_001.fastq.gz SG-2\_S7\_L001\_R1\_001.fastq.gz  
 SG-3.bam.bw SG-3\_S8\_L001\_R2\_001.fastq.gz SG-3\_S8\_L001\_R1\_001.fastq.gz

Genome browser session  
 (e.g. [UCSC](#))

Bigwigs are provided in the GEO accession but not available on Genome browser.

## Methodology

|                         |                                                                                                                                                                                                                       |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Two replicates were performed for ChIP-seq experiments. For other similar genomic chromatin binding, histone modification etc. (ATAC-seq, CUT&RUN, CUT&Tag) 2-4 replicates were used.                                 |
| Sequencing depth        | For ChIP-seq experiments, a minimum of 30 million single end reads were sequenced per sample. For other genomic experiments- ATAC-seq: ~>50 million PE or SE reads; CUT&Tag/RUN: 3-5 million PE reads were sequenced. |
| Antibodies              | M2 FLAG (Sigma-Aldrich; F3165), H3K27ac (Abcam #ab4729), H3K4me2 (Millipore #07-030), H3K4me1 (Abcam #ab8895), H3K27me3 (abcam #ab195477), HDAC1 (Abcam ab7028) and HDAC2 (Abcam ab7029).                             |
| Peak calling parameters | macs2 callpeak -g mm -f BAM --nomodel -t \$1 -n \$2 --nolambda --keep-dup all -B                                                                                                                                      |
| Data quality            | PCR duplicates and unpaired reads were removed. For peak calling an FDR cutoff <0.05 was used.                                                                                                                        |
| Software                | MACS was used for ChIP-seq and CUT&RUN peak calling.                                                                                                                                                                  |

How the deposited data were processed for this re-analysis (not part of the article)

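RNA-seq of mouse forelimb buds was examined in 14 libraries of 4 groups: whole E9.25 buds, WT (n = 3) and *Gli3*-/- (n = 4), and anterior E10.5 buds, WT (n = 4) and *Gli3*-/- (n = 3). The sample records give 4 pairs of buds per library at E9.25 and 2 pairs at E10.5, and the paper gives about 4 pairs or 3 to 4 embryos. Each library counts as a replicate.

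The authors extracted RNA with TRIzol, sequenced single reads of 100 bases on a NovaSeq, aligned them with HISAT2 and tested genes with DESeq2. The tables that the authors deposited give the coverage of each gene, its mean read depth per base. The authors also deposited FPKM values, in which the coverage is scaled by the reads of the library. The deposited TPM values, which the authors scaled to the same total in each library, were used for every comparison. The paper does not name the tool that made these values, the genome build or the annotation. Coordinates are those of the tables. DESeq2 was not run because it needs counts, which these tables do not hold.

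The TPM of gene IDs on more than 1 line of a table was summed, and log2(TPM + 1) was computed. Reads per library were estimated from the most frequent ratio of coverage to FPKM and the read length, and came to 38.1 to 56.8 M reads, with a median of 47.1 M. A TPM of 1 equals 20.7 to 29.3 reads per kilobase, so that a value near the filter rests on few reads for a short gene. Genes with a TPM of at least 1 numbered 13276 to 15816 per library.

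Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend), over genes with a TPM of at least 1 in at least 3 of the libraries compared. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The comparisons were *Gli3*-/- against WT at E9.25 and at E10.5, E10.5 against E9.25 in WT, and the interaction of stage and genotype in a model of all 14 libraries. Gene sets were tested by the median effect over the set, with exact permutation over the 35 splits of 7 libraries, and p-values were adjusted over the 4 sets. Genes were taken as expressed above 0.5 log2(TPM + 1), the level drawn in Supplementary Fig. 3d. Other steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

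The genes named are those that the paper names for its RNA-seq data and, for each genotype comparison, the 5 genes per direction with the largest log2 fold change among those that passed and whose groups did not overlap. Names outside this rule are said to be chosen after their values were seen. The comparisons, the thresholds, the rule for named genes and most alternatives were set before the data were examined. These alternatives were a pseudocount of 0.1, no filter, a filter at a TPM of 5, eBayes without a trend, quantile normalization, median-of-ratios size factors, sample quality weights, the replicate number as a block, a single model of all 14 libraries, other thresholds, and each library left out in turn. Added after seeing the data were the removal of each library's trend over gene span, the differences within same-numbered pairs for the gene sets, the pairing at E10.5 by the numbers of the deposited tables, the size factors for the count of genes whose groups do not overlap, and the alternatives for the stage difference of the HH target genes and for the difference between genes with and without H3K27me3. The pairing comes from the replicate numbers in the sample titles. The paper describes no pairing of libraries, and for E10.5 *Gli3*-/- the titles number the libraries 1 to 3 where the deposited tables carry the numbers 2 to 4. The titles were used, and the numbers of the deposited tables in the alternative so named.

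The procedure was tested on simulated data. With 100 genes changed by 1 log2 and 100 by 2 log2, limma called 70 and 95 at E9.25, 92 and 99 at E10.5, 71 and 91 for stage and 55 and 95 for the interaction. Among unchanged genes it called 10, 11, 7 and 6, and with no gene changed it called 0. The changed genes were drawn from those with a mean log2(TPM + 1) of at least 2, and the noise was independent between genes. The share called also depends on how many genes change, so that these values do not give the share for the real data. The set test found 97 of 100 sets of 70 genes with a change of 0.6 and 6 of 100 unchanged sets.

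Of 43 named genes, 23 overlap another listed gene and 16 overlap one with a TPM of at least 1 in a library, 4 of them on the same strand. The tables do not state whether reads were assigned by strand. An alternative on counts was not run, and the other data types of the paper were not used here.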

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

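The following tests were chosen only after the result was seen: the counts of other splits for the genotype comparisons, for the model of all 14 libraries and for pairs numbered as in the deposited tables, and the tests of flank tissue, linkage to *Gli3*, posterior tissue, short RNAs, blood, gene length in the library labelled E9.25 WT replicate 2 and gene length for the interaction. The other tests were written down beforehand.

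Loss of *Gli3* had a different effect at E10.5 than at E9.25 for 348 genes by the interaction of stage and genotype, 78 with a higher and 270 with a lower effect at E10.5. Named genes that passed included *Nr1h5*, *Pax1*, *Hoxd12*, *mt-Tw*, *Gata4*, *D030025E07Rik*, *Hoxa13*, *Shh*, *Osr2* and *Lhx2*, whose differences were not followed over the alternatives. For the others the differences were 4.74 for *Hoxd13*, −3.59 for *Foxf1*, −3.39 for *Irx3*, −3.09 for *Alx4*, −2.75 for *Irx5*, 2.15 for *Tbx15*, −2.12 for *Tbx2*, −1.98 for *Cxcl13* and −1.33 for *Foxd1*. *Pax1*, *Hoxd12*, *Hoxa13*, *Shh* and *Osr2* were below the filter for a genotype test at E9.25. *Foxf1*, *Gata4*, *D030025E07Rik*, *Cxcl13* and *Foxd1* were below it at E10.5. Low values leave little room for an effect, so that for these genes the interaction cannot tell a changed response from low expression. Chance division of the libraries was examined with 64 splits that part as many same-numbered pairs. Of these, 2 gave as many genes, the real split included, and another split gave 1580, with a median of 0 over the others. With the E10.5 pairs numbered as in the deposited tables, 1 of 64 such splits, the real one, gave as many, and the highest other count was 293. The gene length bias between the libraries was removed as a trend over span, and 75% of the genes (261 of 348) still passed. The stages also differ in region, since the E9.25 buds were whole and the E10.5 buds anterior, and in replicate spread. A difference in region was not tested and cannot be told apart from a difference in stage. A change in the response to *Gli3* with stage may be a biological part of the pattern, as a hypothesis.

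At E9.25, 20 genes passed. For chance division of the libraries, 1 of 8 splits that part as many same-numbered pairs gave as many genes, which is the real split, and that number of splits cannot give a share under 0.05. Of all 35 splits, 1 gave as many, and the highest other count was 2. Depth (exact p = 0.629) and an earlier stage of the *Gli3*-/- buds (exact one-sided p = 0.6) gave no sign of accounting for the 20 genes. Neither did sex chromosome genes (Fisher p = 1, with 0 of 20 on X or Y against 588 of 14740). Tests on so few libraries and genes cannot exclude these explanations. Gene length bias did not account for the genes, since 95% (19 of 20) still passed with its trend removed. Flank tissue remains: a score of 9 flank markers, none of them called, was higher in *Gli3*-/- (difference 0.65; exact one-sided p = 0.0286, two-sided p = 0.0571, and 0.343 after adjustment over the marker lists). The one-sided reading was chosen after the two-sided value was seen. Flank markers can also respond to loss of *Gli3*, so that this test does not part tissue from genotype. Alleles linked to *Gli3* on chromosome 13 remain too: 4 of 20 genes (20%) lie within 20 Mb of *Gli3*, against 1.05% of the others (one-sided Fisher p = 5.49e-05), namely *Gpx6*, *Hist1h2aj* and *Foxc1*, which were higher, and *Hist1h4i*, which was lower. Strain alleles carried along with the mutant *Gli3* are a candidate explanation for *Gpx6* and *Hist1h2aj*, which passed at E10.5 as well. *Foxc1* (adjusted p = 0.586) and *Hist1h4i* (adjusted p = 0.239) did not pass at E10.5, which speaks against such alleles for *Foxc1*, whose change there had the other sign (−0.29). *D030025E07Rik* (2.90) and *Gata4* (2.87), which the paper's text does not discuss, were upregulated in all 4 *Gli3*-/- libraries and lie outside this region, while flank tissue is not excluded for them by its test (p = 0.0286).

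At E10.5, 747 genes passed, among them *Hoxa13* (2.60), which the paper's text does not discuss. For chance division of the libraries, 1 of 8 splits that part as many same-numbered pairs, the real split, gave as many genes with either numbering of the pairs, too few splits for a share under 0.05. Of all 35 splits, 1 gave as many, and the highest other count was 3. Depth (exact p = 0.857) gave no sign of accounting for the count, though a test on so few libraries cannot exclude it. Short RNAs (Fisher p = 0.702, with 28 of 747) and gene length bias (96.3% still passed) did not account for the count. Linkage to *Gli3*, tested over both directions together, did not either (Fisher p = 0.185, with 11 of 747, or 1.47% against 1.06%). Of these 11 genes, 9 were higher and 2 lower, and the upregulated genes were not tested alone. Blood is not excluded by its test (exact p = 0.229). The blood marker score was 0.61 higher in *Gli3*-/-, with replicate 3 at 4.75 and replicates 1 and 2 at 3.39 and 3.45, against 2.95 to 3.53 in WT. Posterior tissue in the anterior buds would have to make up 92.1% of the *Gli3*-/- samples to lower *Alx4* by its log2 ratio of −3.67 in mean TPM. That share concerns a gene that fell. Whether a smaller posterior share could raise genes hardly detected in WT, such as *Shh*, was not tested, so that posterior tissue is not excluded for them.

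Some libraries stood apart from the other 3 of their group. These were *Alx4* in E10.5 WT replicate 2 (5.04, others 5.70 to 5.75), *Fgf10* in E10.5 WT replicate 4 (3.49, others 3.77 to 3.82), *Gli1* in E9.25 *Gli3*-/- replicate 3 (1.63, others 0.96 to 0.99), *Gm12096* in E10.5 WT replicate 3 (1.53, others listed at 0), *Hoxd12* in E9.25 *Gli3*-/- replicate 1 (0.14, others listed at 0) and *Pax1* in E9.25 *Gli3*-/- replicate 4 (0.24, others listed at 0). Among marker scores they were intermediate mesoderm in E9.25 *Gli3*-/- replicate 1 (−2.79, others −2.84 to −2.83), surface ectoderm in E10.5 WT replicate 3 (0.20, others 0.59 to 0.65) and female genes in E9.25 *Gli3*-/- replicate 2 (−4.16, others −1.29 to −1.03). These are 9 of 114 groups of 4, where chance gives 5.7. That *Gli3*-/- library had an *Xist* TPM of 0.04 and a total of 80.3 for 4 Y genes, the values of a male pool. No biological explanation was tested for the single libraries.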

How the results depend on the processing

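The causes of the changes below were not tested unless a value is given.

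At E9.25, 20 genes passed. There were 0 without a filter (3542 at an unadjusted p under 0.05), 0 with no filter and no trend (3724 unadjusted), 53 with sample quality weights, 66 with the replicate block, 1185 with all 14 libraries in 1 model, 57 at an adjusted p under 0.1 and 36 with each library's trend over gene span removed, an alternative chosen after seeing the data. Across the 7 fits that each left out 1 library, 2 to 196 passed. The share of upregulated genes was 80.0%, and 61.5% with quantile normalization (16 and 10), 63.0% with median-of-ratios size factors (17 and 10) and 66.7% with the span trend removed (24 and 12).

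At E10.5, 747 genes passed. There were 391 without a filter, 469 with no filter and no trend, 1356 with weights, 406 with all 14 libraries, 208 with a log2 fold change of at least 1, and 1261 at an adjusted p under 0.1. With the replicate block 164 passed, 158 of them among the 747, where the same-numbered pairs had a mean r of −0.05 against 0.02 for the others. *Cdk6*, *Grem1*, *Shh* and *Tbx2* did not pass at E10.5 with this block. It takes the numbers of the titles. With the numbers of the deposited tables, a block chosen after seeing the data, the pairs had a mean r of 0.19 against −0.06, 498 genes passed (430 of the 747), these 4 genes passed, and so did *Osr1* and *Hsd11b2*. Which numbering is right is not known, so that the 164 and the 4 genes that did not pass may come from wrong pairs. Across the 7 fits that each left out 1 library, 301 to 680 passed. For stage in WT, 7520 genes passed, 2025 with a log2 fold change of at least 1, and 4699 with the block (mean r −0.04 against 0.01). Across the 7 fits the count was 5139 to 8305. The genes higher and lower at E10.5 numbered 5885 and 1635, 2846 and 2967 with quantile normalization, 3073 and 3334 with median-of-ratios size factors, and 2809 and 3291 with the span trend removed. For the interaction, 348 genes passed, 830 with weights, 138 with the block by titles and 169 with the block by the deposited tables, and 150 to 1433 across the 14 fits. Effects higher and lower at E10.5 numbered 78 and 270, 160 and 194 with quantile normalization, 136 and 224 with median-of-ratios size factors, 163 and 196 with the span trend removed, and 47 and 91 with the block by titles. The interaction for *Tbx2* did not pass with the block by titles and passed with the other.

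The gene set effects kept their direction in every alternative. The exact p of the effect on HH target genes at E10.5 was 0.0286, the smallest that 35 splits can give, and 0.114 after adjustment over the 4 sets, so that its side of 0.05 shows no stability. That effect was 0.55 within same-numbered pairs and 0.56 within pairs numbered as in the deposited tables. The number of HH target genes expressed at E9.25 was 69, 45 at a TPM of at least 5, and 67 to 69 with a library left out.

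Among named genes, these log2 fold changes reversed. *Grem1* at E9.25 was 0.21, and −0.045 with quantile normalization. *Irx5* at E9.25 was 0.04, and −0.24 with quantile normalization, −0.19 with median-of-ratios size factors, −0.10 with the span trend removed and −0.12 to 0.18 across the 7 fits. *She* at E10.5 was −0.02, and 0.094, 0.0104 and 0.0051 under the same 3 settings and −0.11 to 0.062 across the 7 fits. *Ski* with stage was 0.31, and −0.045 with median-of-ratios size factors and −0.18 with the span trend removed. *Smo* was 0.34, and −0.020 and −0.0058 under these 2, and *Msi2* was 0.59, and −0.082 with the span trend removed. The interaction for *Gli3* was −0.27, and 0.013 with median-of-ratios size factors, 0.0033 with weights, 0.17 with the span trend removed and −0.51 to 0.21 across the 14 fits.

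Other values of named genes that changed, over the alternatives, were 30 weaker and 3 stronger of 343 at E9.25, 15 weaker and 4 stronger of 319 at E10.5, 36 weaker of 181 for stage, and 2 weaker and 4 stronger of 196 for the interaction. With a library left out they were 32 weaker and 2 stronger of 186, 1 stronger of 155, 21 weaker and 1 stronger of 98, and 4 stronger of 252. The estimated depth limits genes near a TPM of 1, such as those below the filter at a stage. An alternative on counts was not run, since the tables hold no counts.

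The model of all 14 libraries takes a spread shared with the E10.5 libraries, and 3 of the 35 splits of the E9.25 libraries gave at least as many genes as the real split (1185, highest other 4951). The 1185 genes cannot be told from other groupings by this test, which was chosen after the result was seen.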

Differences from the paper's values

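The paper's text gives 159 genes upregulated at E10.5, where 288 were found here. Of the alternatives set before the data were examined, those within the margin were no filter (178), no filter with no trend (195), the model of all 14 libraries (140) and each of the 7 fits that left out 1 library (124 to 229). The others were not. For E9.25 the paper's text gives 9 genes, where 16 were found here. The alternatives within the margin were a pseudocount of 0.1 (13), eBayes without a trend (13) and the fit without E9.25 *Gli3*-/- replicate 2 (9), and the others were not.

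The paper's Supplementary Data 3 lists 146 genes as upregulated at E10.5 against 288 here. Within the margin were no filter (178), no filter with no trend (195), the model of all 14 libraries (140), and the fits without WT replicate 1 (194) or 4 (211) and without *Gli3*-/- replicate 1 (185), 2 (158) or 3 (124). The same table of the paper lists 150 downregulated genes against 459 here. Within the margin were no filter (213), the fit without *Gli3*-/- replicate 3 (177) and a log2 fold change of at least 1 (148). For E9.25 the paper's table lists 71 upregulated genes against 16 here, and within the margin were the replicate block (50) and the fit without *Gli3*-/- replicate 4 (50). It lists 11 downregulated genes against 4 here, and within the margin were quantile normalization (10), median-of-ratios size factors (10), weights (14), the block (16) and an adjusted p under 0.1 (15). In each case the other alternatives set before the data were examined did not close the gap.

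*Gli1* in E9.25 WT is at about 0.2 in Supplementary Fig. 1b, read by eye, and was at 0.45 here, with no alternative run for this value. In the paper's Supplementary Data 3 the log2 fold change of *She* at E9.25 is 1.91 against 0.95 here (0.68 to 1.20 over the alternatives set before the data were examined), and that of *Mapre3* is 1.53 against 0.41 (0.15 to 0.65), with none closing the gap. The paper's value for *Tbx15* at E9.25 is −2.64 against −1.84 here, and a pseudocount of 0.1 gave −2.79, within the margin, while the others did not close the gap. For *Gli3* at E10.5 the paper's value is −3.26 against −1.01 here, and none of the alternatives closed the gap (−1.06 to −0.96). For *Cdk6* at E10.5 the paper's value is 0.61 against 0.70 here, and within the margin were the fits without WT replicate 1 (0.66), *Gli3*-/- replicate 1 (0.68) or *Gli3*-/- replicate 2 (0.68), and no others. For the change of *Gli3* from E9.25 to E10.5 in WT the paper's value is 2.21 against 1.34 here, and within the margin were the fits without E9.25 WT replicate 1 (1.57), E9.25 WT replicate 3 (1.58) or E10.5 WT replicate 2 (1.39), and no others.

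The paper names *Gpx6* as the gene upregulated at both stages, and here *Ptch1*, *Hist1h2aj* and *Bves* were as well. *Ptch1* is drawn as unchanged at E9.25 in Fig. 4b and passed here (adjusted p = 0.0309), while the paper's Supplementary Data 3 gives it a log2 fold change of 2.57 with an adjusted p of 0.0268 at E9.25 and 1.45 with 0.0170 at E10.5, close to the 2.28 and 1.58 found here. *She*, listed as upregulated at E9.25, passed here in the model of all 14 libraries alone (adjusted p = 0.0266, of 0.0266 to 0.374 over the alternatives), and *Mapre3* passed in no setting at E9.25. The paper describes *Ski* as higher at E10.5, and here it passed in the fit without E9.25 WT replicate 1 alone (adjusted p = 0.0246, of 0.0246 to 0.556 over the fits that left out a library). Supplementary Fig. 1b marks *Gli3* alone as changed with stage, and here *Gli1*, *Tbx5* (though not with the span trend removed) and *Fgf10* passed as well. The paper's Supplementary Data 3 gives *Gli1* and *Tbx5* adjusted p-values of 0.00547 and 0.00548 for this change. Supplementary Fig. 4e marks *Msi2* and not *Hand2* or *Smo*, and here *Hand2* and *Smo* passed, and *Msi2* passed in no setting. Across the 7 fits that each left out 1 library, *Hand2* passed in 3 and *Smo* in 2.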

Other observations

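The test of gene length in the library labelled E9.25 WT replicate 2 was chosen only after the result was seen, and those of a mislabelled sample and of normalization were written beforehand.

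*Gli3* in the library labelled E9.25 WT replicate 2 lies within the range of the *Gli3*-/- libraries. A mislabelled sample was tested with the 18 genes that passed without this library, and it was on the WT side at 15 of them. Gene length bias in that library remains: its values fell with gene span (Spearman's rho −0.36 across genes, against 0.05 and −0.04 in WT replicates 1 and 3). The 1555 genes of 100 kb or more had a median of −0.55, against −0.19 for all tested genes. Of the 1555 genes, 7.72% fell further than *Gli3* (−1.44). Degraded RNA or a difference in library preparation may be a source of such a trend, and neither was tested. E9.25 *Gli3*-/- replicates 2 and 3 had rho values of 0.29 and 0.20.

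In WT, 7520 genes changed with stage. For chance division of the libraries, 1 of 8 splits that part as many same-numbered pairs, the real split, gave as many genes, which cannot give a share under 0.05, and of all 35 splits 1 did, with at most 1 gene in any other. With median-of-ratios size factors, 48.0% of the genes were higher at E10.5, against 78.3% with TPM, so that the excess of higher genes cannot be told apart from the normalization, in which TPM shares out a fixed total.

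*Shh* was listed at 0 in the E10.5 WT libraries and reached 1.12, 3.08 and 3.27 in the *Gli3*-/- libraries. The score of limb mesenchyme markers was lower in *Gli3*-/- by 0.52 at E9.25 and 0.46 at E10.5 (adjusted p = 0.163 and 0.143 over the marker lists, exact permutation tests). Over the 5 markers that were not called it was lower by 0.57 at E9.25 and higher by 0.16 at E10.5 (adjusted p = 0.343 and 0.519). The library labelled E9.25 WT replicate 2 held no RNA of 4 Y genes, E10.5 WT replicate 3 and E10.5 *Gli3*-/- replicate 2 had totals of 0.11 and 0.03 TPM for them, and E10.5 WT replicate 4 had an *Xist* TPM of 0.21.

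Of the 71 genes that the paper's Supplementary Data 3 lists as upregulated at E9.25, 68 were tested here and all 68 were higher in *Gli3*-/-, 12 of them past the threshold and 59 at an unadjusted p under 0.05. Of its 146 genes at E10.5, 121 were tested, 120 were higher and 94 passed. Group means in that table and here correlated across genes with r of 0.96 for E10.5 *Gli3*-/- and WT, 0.93 for E9.25 WT and 0.83 for E9.25 *Gli3*-/-, where 82 genes could be compared.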
